# Impaired Right Ventricular Calcium Cycling Is an Early Risk Factor in R14del-Phospholamban Arrhythmias

**DOI:** 10.3390/jpm11060502

**Published:** 2021-06-03

**Authors:** Kobra Haghighi, George Gardner, Elizabeth Vafiadaki, Mohit Kumar, Lisa C. Green, Jianyong Ma, Jeffrey S. Crocker, Sheryl Koch, Demetrios A. Arvanitis, Phillip Bidwell, Jack Rubinstein, Rutger van de Leur, Pieter A. Doevendans, Fadi G. Akar, Michael Tranter, Hong-Sheng Wang, Sakthivel Sadayappan, Deeptankar DeMazumder, Despina Sanoudou, Roger J. Hajjar, Francesca Stillitano, Evangelia G. Kranias

**Keywords:** arrhythmia, calcium, phospholamban, mutant

## Abstract

The inherited mutation (R14del) in the calcium regulatory protein phospholamban (PLN) is linked to malignant ventricular arrhythmia with poor prognosis starting at adolescence. However, the underlying early mechanisms that may serve as prognostic factors remain elusive. This study generated humanized mice in which the endogenous gene was replaced with either human wild type or R14del-PLN and addressed the early molecular and cellular pathogenic mechanisms. R14del-PLN mice exhibited stress-induced impairment of atrioventricular conduction, and prolongation of both ventricular activation and repolarization times in association with ventricular tachyarrhythmia, originating from the right ventricle (RV). Most of these distinct electrocardiographic features were remarkably similar to those in R14del-PLN patients. Studies in isolated cardiomyocytes revealed RV-specific calcium defects, including prolonged action potential duration, depressed calcium kinetics and contractile parameters, and elevated diastolic Ca-levels. Ca-sparks were also higher although SR Ca-load was reduced. Accordingly, stress conditions induced after contractions, and inclusion of the CaMKII inhibitor KN93 reversed this proarrhythmic parameter. Compensatory responses included altered expression of key genes associated with Ca-cycling. These data suggest that R14del-PLN cardiomyopathy originates with RV-specific impairment of Ca-cycling and point to the urgent need to improve risk stratification in asymptomatic carriers to prevent fatal arrhythmias and delay cardiomyopathy onset.

## 1. Introduction

Arrhythmogenic cardiomyopathy (ACM) is a rare disease with a prevalence of about 1:1000 to 1:5000. Early characteristics include predisposition to ventricular arrhythmias even in the absence of overt functional or structural abnormalities. At later stages, clinical manifestations are associated with the development of progressive heart failure [1,2]. ACM is mainly a genetically linked disease and a key etiology of sudden cardiac death in young carriers, usually linked to exercise or adrenergic stimulation [2]. The underlying cellular etiologies are not well defined and delineation of the early pre-pathogenic mechanisms for preventative care remains a challenge. Although ACM is mainly associated with mutations in desmosomal genes, it is becoming increasingly apparent that non-desmosomal proteins may also lead to similar clinical phenotypes [1]. Indeed, mutations in genes that regulate calcium homeostasis, such as ryanodine receptor and phospholamban (PLN), have been shown to result in ACM [3,4,5]. A mutation in PLN, entailing deletion of Arg-14 (R14del), a highly conserved basic amino acid in the coding region, has been receiving interest recently as carriers develop abnormal characteristic electrocardiogram (ECG) with an increased risk for malignant ventricular arrhythmias at an early age [3,5]. PLN is a prominent regulator of SR Ca-cycling and contractility. In the dephosphorylated state, PLN is an inhibitor of the Ca-affinity of SERCA2a, and upon its phosphorylation by β-adrenergic agonists, the inhibitory effects are relieved [6]. The R14del-PLN mutation has only been found in the heterozygous state, and carriers have been identified in several European countries, US and Canada [3,7]. The carriers have prompted the formation of the PLN Foundation [8] as prognosis remains poor, starting at late adolescence, and mortality is usually observed between the ages of 25–35 years [3,5,7]. Cardiomyocytes, derived from human R14del-PLN induced pluripotent stem cells (iPSC-CMs), displayed irregular Ca-handling [9], but the contribution of this mutation to ACM remains elusive.

Previous overexpression studies of R14del-PLN in either heterologous systems or in mouse models indicated super-inhibition of SERCA2a activity that led to cardiac remodeling and early death [3]. Interestingly, when the R14del-PLN was expressed in the PLN-deficient background, the mutant did not localize to SR and there was no inhibition of SERCA2a activity [10]. Recently, a mouse model with insertion of the R14del mutation in the endogenous PLN locus was generated, and while homozygous mice died young with dilated cardiomyopathy (DCM), heterozygous mice showed a propensity to arrhythmia only at an old age (18 months) [11]. However, these findings do not reflect the human phenotype, since there are no homozygous R14del-PLN patients identified and the heterozygous carriers exhibit abnormal ECG characteristics even at a young age [3,5]. In addition, human PLN contains Lys instead of Asn at position 27, and this introduces an additional positive charge in the inhibitory domain of PLN, consisting of amino acids (AA) 21–30, which may alter the structure of the protein. Indeed, previous NMR studies of AA 1–36 suggested that the spatial conformation of human PLN is significantly different from that in mouse or other mammalian species [12]. Furthermore, Asn27 in PLN was reported to interact with Leu321 in SERCA2a, and alterations in this residue are expected to have significant effects on the SERCA2a affinity. Indeed, cardiac overexpression of human PLN in the mouse heart resulted in increased inhibitory activity compared to mouse PLN [12].

Thus, there is a pressing need to better understand the molecular mechanisms associated with the human R14del-PLN mutation and develop a mechanistic insight of potential Ca-cycling defects that precede structural alterations, which may have important therapeutic implications. In this regard, we generated humanized mouse models in which the endogenous PLN was replaced by human wild type (WT-PLN) or human R14del-PLN in the heterozygous state, to mimic the human carriers. Our findings indicate that R14del-PLN was associated with infrequent premature ventricular contractions under basal conditions, while stress caused delayed ventricular activation, prolonged repolarization, and a high burden of premature ventricular contractions and ventricular tachyarrhythmia, originating from the right ventricle in vivo. At the cellular level, action potential duration was prolonged, Ca-cycling was depressed, and contractile parameters were inhibited only in right ventricular mutant myocytes. These findings reveal that RV-specific Ca-impairment is an early defect associated with R14del-PLN mutation and point to the importance in stratification of asymptomatic carriers to prevent the risk of sudden death and/or delay overt cardiac disease.

## 2. Materials and Methods

### 2.1. Humanized WT-PLN and R14del-PLN Knock-in Mice

Mice harboring the human WT and R14del-PLN coding sequence were created by inserting LoxP-H2B-GFP-4XpolyA-FRT-Neo-FRT-LoxP-hPLN^WT/R14del^ cassette into the PLN start codon at exon 2 through gene targeting. Chimeric males (129/Sv-CP; C57Bl/6J) were bred to Sox2-Cre mice to establish a hybrid line for WT and R14del mice. The animals were genotyped by tail PCR using a primer set (forward: AAGCTGTGCATATCTACCCAGAGA; reverse: AGCTGAGTTGGCATGTTGCAGGT) to amplify a ~500 bp fragment containing the human coding sequence of PLN. To confirm the presence of the mutation, the PCR product was purified and sequenced by Sanger sequencing. To establish the R14del heterozygous colony, the WT homozygous mice were crossed with R14del homozygous mice. The progenies were genotyped using isolated tail DNA samples and PCR methodology. The male heterozygous mice (R14del/WT), as well as WT controls, were used for experimental studies. Reagents’ usage, animal procedures, and animal care were approved by the Institutional Animal Care and Use Committee of the University of Cincinnati. The investigation followed the guidelines by Association for Assessment and Accreditation of Laboratory Animal Care and Guide for the Care and Use of Laboratory Animals by National Institutes of Health. Animals were euthanized by carbon dioxide (CO2) inhalation followed by cervical dislocation.

### 2.2. Histology

Hearts were excised from anesthetized (Euthasol, 200 mg/kg ip, Virbac AH, Inc., Fort Worth, TX, USA) 12-week-old mice (WT, n = 6; R14del, n = 6) and immediately fixed in 10% neutral buffered formalin (Sigma, Saint Loius, MO, USA). Paraffin-embedment cardiac sections were prepared at 5 μm of thickness. Sections were deparaffinized with two washes in fresh xylene for five minutes and then rehydrated through a series of washes in decreasing concentrations of ethanol (100%, 95%, 80%, 70%, 50%) for 5 min at each step. Following rehydration, sections were incubated in 0.1% Sirius red in saturated picric acid for 1 h, then washed in acidified water. The picrosirius red-stained sections of the hearts were checked for the presence of fibrosis. Fast Green solution was used in combination with the picrosirius red, which stains non-collagenous proteins. Whole-heart images were obtained using Axio Scan.Z1 (Zeiss).

### 2.3. In Vivo Stress-Induced Arrhythmias

Mice were anesthetized using 2.5% Avertin (2,2,2 Tribromoethanol, Sigma; 100 mg/kg, ip). Avertin was selected as anesthetic reagent because it is appropriate for acute and short experiments in mice as well as due its ability to maintain stable cardiac rhythmic function (physiological blood pressure, heart rate and no bradycardic effect), compared to ketamine or ketamine/xylazine mix [13,14,15]. After stabilization and a baseline ECG recording for 5 min, a simultaneous intraperitoneal injection of caffeine (20 mg/kg, Sigma) and epinephrine (2 mg/kg, Sigma) was administered, which was followed by a subsequent recording period of 10–20 min. An equivalent of lead I and II surface ECG recording (PowerLab, AD Instruments, Colorado Springs, CO, USA) was performed. Image processing and data analysis were performed using LABCHART software (AD Instruments, Colorado Springs, CO, USA). The ECG waveforms’ morphology was manually reviewed and analyzed using custom software (MathWorks, Inc., Natick, MA, USA). 

### 2.4. Human R14del-PLN Electrocardiogram Studies

From the dataset of all resting 12-lead ECGs acquired in the nursing wards or outpatient clinic of the University Medical Center Utrecht (UMCU) from January 1991 until December 2020, 105 R14del-PLN patients were identified. ECGs were obtained using General Electric MAC 5500 (GE Healthcare, Chicago, IL, USA), and only the first ECG was included. All ECGs of insufficient quality, with supra (ventricular) arrhythmias or paced rhythms or acquired after implantation of a left ventricular assist device (LVAD) or heart transplantation were excluded. Conduction intervals and median beat ECGs were extracted from the MUSE ECG system and used to calculate the peak R-wave voltage in the extremity leads using in-house software. Extracted data were de-identified in accordance with EU General Data Protection Regulation. Thus, written informed consent was not required by the ethical committee.

### 2.5. Electrophysiological Recordings

Isolated RV and LV myocytes from WT-PLN and R14del-PLN hearts were perfused with Tyrode’s solution containing (in mM): NaCl 140, KCl 5.4, MgCl_2_ 1, CaCl_2_ 1.8, Hepes 5, and glucose 10 (PH = 7.4). Action potentials were recorded using whole-cell patch clamp recording under current clamp mode and were triggered with just-threshold 2 ms current steps at a stimulation rate of 1 Hz at room temperature (24 ℃). Glass pipettes were filled with a solution containing (in mM) K-aspartate 110, KCl 20, EGTA 10, Hepes 10, MgCl_2_ 2.5, NaCl 8, CaCl_2_ 1, Na_2_-ATP 2, and Na-GTP 0.1 (pH adjusted to 7.2 with KOH) and had a resistance of 1.5–2.0 MΩ. All recordings were performed with an Axopatch-200B amplifier (Axon Instruments Inc., Foster City, CA, USA). Data collection and analysis were performed using PCLAMP 9 software.

### 2.6. Mouse Myocyte Mechanics, Ca Kinetics

To isolate RV and LV myocytes from 12-week-old anesthetized WT-PLN and R14del-PLN mice, the hearts were harvested and mounted in a Langendorff perfusion apparatus. The hearts were perfused with Ca-free Tyrode solution (described above) at 37 °C for 3 min. Subsequently, the hearts were perfused with Ca-free Tyrode solution, which contained the digestion enzyme liberase lendzyme I (0.25 mg/mL, Roche) until the hearts became flaccid (8–15 min). The RV and LV tissues were individually cut and shredded with two fine-tipped tweezers. Myocytes were released by pipette-dissociation followed by filtering through a 240 μm screen. The cell suspensions were transferred into 15 mL conical tubs, and the cells were allowed to settle for about 10–15 min. Then, the cell pellets were washed in 25, 100, 200 μM and 1 mM Ca-Tyrode. The cells were kept in 1 mM Ca-Tyrode buffer until the experiments were performed. For analysis, 10 uL of the cell suspension was transferred into a Plexiglas chamber containing 500 uL of 1.8 mM Ca-Tyrode buffer, which was positioned on the stage of an inverted epifluorescence microscope (Nikon Diaphot 200). Cell shortening and Ca-transients were measured at room temperature (24 °C) in RV and LV myocytes, stimulated at 0.5 Hz (+/−100 nM isoproterenol) [16]. For Ca transients, cells were loaded with Fura-2 (2 μM) and alternately excited at 340 and 380 nm by a Delta Scan dual-beam spectrophotofluorometer (Photon Technology Interbnational, Monmouth Junction, NJ, USA ) at baseline and upon rapid application of 10 mM caffeine. To examine SR Ca load and the contribution of Na/Ca exchanger during [Ca^2+^]i decline, the Fura2 loaded cells were stimulated at 0.5 Hz, and upon stabilization of twitches, 10 mM caffeine was rapidly applied and recording was continued for 20 s [16,17]. The caffeine-induced Ca transient amplitude was used as an indicator of SR Ca content. Decline of [Ca^2+^]i during a caffeine-induced Ca transient was attributed to Na/Ca exchange. In addition, myocyte mechanics were evaluated in the presence of 100 nmol/L isoproterenol at 0.5 Hz. Data were analyzed by Felix software (Photon Technology International, Birmingham, NJ, USA).

### 2.7. Measurement of Calcium Sparks

Ca sparks were recorded in quiescent LV and RV myocytes loaded with fluo-4 AM (10 µM; Molecular Probes, Eugene) and washed with Tyrode’s solution. Myocytes were superfused with Tyrode solution containing 1.8 mM CaCl_2_ and spontaneous Ca sparks were obtained in the absence or presence of 100 nmol/L isoproterenol [16,17]. Fluorescence images were recorded using a Zeiss LSM 710 inverted confocal microscope through a 40× water-immersion objective lens with excitation wavelength of 488 nm and the signals were measured at >515 nm with line-scan imaging at 3.07 ms intervals. Image processing and data analysis were performed using ImageJ PLUG IN (Wayne Rasband, National Institute of Health, USA).

### 2.8. Aftercontractions and CaMKII Inhibitor KN93 in Isolated Cardiomyocytes

Rod-shaped quiescent LV and RV myocytes were paced at 2 Hz in the presence of 1 µmol/L isoproterenol in 1.8 mmol/L Ca-Tyrode’s solution at room temperature. After stimulating the myocytes for a short time, pacing was stopped and spontaneous after-contractions were recorded within 5 s. In some experiments, myocytes were incubated with the calmodulin-dependent protein kinase II (CaMKII) inhibitor KN-93 (1 µmol/L, Sigma) or its analog KN92 (1 µmol/L, Sigma) as a control [16,17].

### 2.9. Immunofluorescence Staining and Quantitative Immunoblotting

Isolated RV and LV myocytes from WT-PLN and R14del-PLN hearts were plated in a laminin-coated Lab-Tek chamber slides (Thermo Scientific, Waltham, MA, USA). Myocytes were fixed with 1.2 mmol/L Ca-Tyrode solution containing 4% Paraformaldehyde (Electron Microscopy Sciences) for 30 min at room temperature and permeabilized with saline solution containing 0.1% Triton-X at 37 °C for 15 min. Non-specific binding was limited by 4 h incubation with blocking solution containing 2% goat serum in order to prevent the non-specific binding. Myocytes were stained with monoclonal anti-PLN (1:500; Thermo Fisher, Waltham, MA, USA) and polyclonal anti-SERCA2a (1:500; Badrilla, UK) overnight (4 °C), followed by incubation with Alexa flour 488 goat anti-rabbit (Licor, USA) and Alexa flour 594 goat anti-mouse (Licor, USA) secondary antibodies overnight at 4 °C. Images were acquired using a confocal microscope (Zeiss LSM 710 Live DUO). For quantitative immunoblotting, appropriate amount of protein from RV and LV tissue homogenates were separated in 12% SDS PAGE gels, blotted, and transferred to 0.1 to 0.2 μm nitrocellulose membrane. Subsequently, immunoblots were blocked using the Odyssey TBS blocking buffer (LI-COR Biosciences, Lincoln, NE, USA) at room temperature for 1 h. Next, blots were washed with TBS buffer 3 times for 10 min interval, followed by probing with primary antibodies. The primary antibodies were: PLN (1:1000; OriGene), SERCA2a (1:1000; Thermo Fisher), HRC (1:1000; Sigma), CSQ (1:1000; Affinity Bioreagent), HAX-1 (1:1000; BD Biosciences), and NCX (1:1000; Cell Signaling). For visualization of the proteins of interest, the blots were incubated with appropriate secondary antibodies (IRDye^®^ 680/800; Licor Biosciences; 1:5000), and images were obtained using the Odyssey^®^ CLx Imaging System.

### 2.10. RNA Sequencing Analysis

RNA sequencing was performed by the Cincinnati Children’s Hospital Medical Center DNA sequencing and genotyping core using an RNA polyA stranded library preparation [18]. CLC Genomics Workbench (v 20.0.2, Qiagen) was used to map sequenced reads to the mouse genome (GRCm38), perform principal component analysis, and identify differential expression changes (statistical significance threshold defined as an FDR-corrected *p*-value ≤ 0.05 and a fold change of ≥1.5).

### 2.11. Statistical Analysis

Twelve- to fourteen-week-old male mice were used. Data are expressed as mean ± standard error of the mean (SEM) for the number of mice, hearts or myocytes, and statistical analyses were performed by two-tailed unpaired *t*-test using GraphPad Prism version 8.4.3. Cardiomyocyte data are presented as individual data points, except for the frequency of Ca-sparks and the percent of cells showing after-contractions, which were presented as individual hearts [16,19]. All myocyte data were generated using LV and RV cells from the same mouse on any specific day.

A *p*-value of <0.05 was set for the level of significance. Significance is presented throughout as: * *p* ≤ 0.05, ** *p* ≤ 0.001, *** *p* ≤ 0.0001. For the differential gene expression studies, statistical significance was defined as an FDR-corrected *p*-value of ≤0.05 and a fold-change of ≥1.5.

## 3. Results

### 3.1. Ventricular Ectopy Originating in the Right Ventricle of Humanized Mice Harboring the R14del-PLN Mutation

To elucidate the early role of R14del-PLN in cardiac function, we generated and characterized knock-in mice expressing human WT or mutant PLN (Figure 1A) at a young age (12–14 weeks). Morphological and histological examination revealed no alterations (Figure 1Β,C).

Since R14del-PLN is associated with arrhythmogenic RV cardiomyopathy in humans, we investigated whether there were any cardiac arrhythmias in vivo. The surface ECG was monitored before (baseline) and after caffeine and epinephrine administration (stress) (Figure 2A–C). At baseline, infrequent premature ventricular contractions (PVCs) were noted in 20% of WT or mutant mice. By contrast, stress caused a high frequency of PVCs in all (5/5) mutant mice, including ventricular bigeminy (Figure 2B). The stress-induced PVC burden, quantified over a 3-min period, was greater (10 ± 2 per min) in mutant than WT-PLN mice (3 ± 1 per min). Furthermore, episodes of non-sustained ventricular tachycardia (VT) occurred in all five mutant mice (Figure 2C) whereas, these were observed in only one of the five WTs. Despite similar heart rate responses to stress, the mutant exhibited prolongation of atrial and atrioventricular conduction, ventricular activation (QRS) and ventricular repolarization (JT) times (Table 1). These led to prolongation of the entire process from ventricular activation to repolarization (QT and QTc) (Table 1). The peak amplitude of ventricular depolarization was also reduced in R14del-PLN (Figure 2D). In addition, we noted significant heterogeneity in the beat-to-beat changes in ventricular repolarization (Figure 2E), which is known to be a strong independent predictor of VT and sudden cardiac death in humans [20,21].

The ECG findings on prolongation of PR and QT interval, as well as decreases in QRS peak voltage and R wave amplitude in mutant mice reflected similarities to presymptomatic R14del-PLN patients (Table 2). The prolongation of the PR interval observed in mice is a new finding in PLN patients, and it is in line with an ECG feature detection study using deep neural networks [22]. Interestingly, together with the R-wave attenuation, this was one of the early signs in R14del-PLN patients (Table 2), suggesting that the humanized mouse model recapitulates some of the patient characteristics. Although not found in the current patient cohort, common ECG findings in ARVC, such as prolonged terminal activation duration and epsilon waves, resemble the described QRS prolongation. These ECG abnormalities also seem to develop more frequently during exercise ECG testing, in both asymptomatic and symptomatic ARVC patients. A closer inspection of the distinct electrocardiogram QRS morphologies in mice (Figure 2F,G) suggested that the PVC and VT originated from at least two distinct regions, the basolateral RV free wall and the RV outflow tract (Figure 2H), similar to arrhythmogenic right ventricular cardiomyopathy (ARVC) patients [23].

### 3.2. R14del-PLN Associates with Prolongation of Action Potential in RV Myocytes

Since R14del is associated with arrhythmias, originating in the RV (Figure 3), we isolated RV and LV myocytes from WT-PLN and R14del-PLN mice and recorded the transmembrane AP waveforms under basal conditions (Figure 3A,B). As shown in Figure 3, no differences were noted in the resting membrane potential (RMP), AP amplitude (APA) and AP upstroke velocity (Vmax) from RV or LV myocytes between WT and R14del-PLN mice (Figure 3E–H). However, a prolonged AP duration was observed selectively in RV myocytes from R14del-PLN mice. The APD50 was not statistically prolonged, but the APD90 was significantly longer in the RV myocytes from R14del-PLN (Figure 3D). In contrast, such RV-sided APD prolongation was absent in LV myocytes (Figure 3C).

### 3.3. Calcium Kinetics and Contractile Parameters Are Depressed in RV Myocytes

To gain further insights into intracellular Ca-cycling, we assessed Ca-transients in isolated cardiomyocytes by use of the Fura-2 AM fluorescence indicator (2 µM). In LV cells, the Ca-kinetic parameters were similar between WT and mutant hearts (Figure 4A,B,D,F). However, mutant PLN elicited decreases in the Ca-peak of the transient, prolongation of the time constant for Ca-decay (tau) and increases in diastolic Ca levels in RV myocytes (Figure 4A,C,E,G). Consistent with these findings, the fractional shortening (FS) and rates of contraction (+dl/dt) and relaxation (−dl/dt) were all significantly reduced only in RV mutant myocytes, while there were no parallel alterations in LV mutant cells (Figure 4H–N). To examine the effects of β-adrenergic agonists, cardiomyocytes were subjected to maximal isoproterenol (Iso; 100 nmol/L) stimulation. This resulted in enhanced contractility in both LV and RV myocytes, but the maximally stimulated parameters were lower in mutant RV cells (Figure S1A–F). Thus, R14del-PLN elicits depressed RV myocyte Ca-kinetics and contractile parameters, which may not be fully relieved even upon iso-stimulation.

The effects of R14del-PLN on intracellular Ca-cycling prompted further studies on the influence of this mutant on SR Ca-content. There were no significant differences in the amplitude of caffeine-induced Ca-release or the decay time of this transient (T50 or Tau) between LV myocytes from mutant and WTs (Figure 5A,C,E). However, the caffeine-induced Ca^2+^ transient peak was reduced in mutant RV myocytes compared to WT-PLN cells, which indicates lower SR Ca-content (Figure 5B). In addition, the time to 50% decay (T50) and the time constant of cytosolic Ca-decline (Tau) during the caffeine-induced Ca-transient were increased in RV myocytes (Figure 5D,F). This suggests that the activity of the sodium/calcium exchanger (NCX) regulating Ca extrusion was decreased. Furthermore, to determine how much Ca is released at each twitch relative to the total amount of Ca stored, we examined the fractional release by normalizing the electrically evoked Ca-transient to the caffeine-evoked Ca-transient. Fractional release was not different between WT and mutant myocytes from either the LV or the RV (data not shown).

### 3.4. Calcium Sparks and After-Contractions Are Increased in RV Myocytes from R14del-PLN Hearts

The effects of R14del-PLN on RV cardiomyocyte diastolic calcium prompted further studies on its influence on the frequency of Ca-sparks (Figure 6A), which may serve as a molecular trigger to arrhythmia [16]. Indeed, the frequency of Ca sparks was significantly higher in mutant RV myocytes compared to LV (Figure 6B,C), indicating increased SR Ca-leak and arrhythmogenic propensity. Isoproterenol stimulation increased the Ca-spark frequency, and the enhancement was greater in RV cells (Figure 6D,E). Indeed, RV mutant cardiomyocytes exhibited significantly higher spontaneous aftercontractions (2-Hz + 1 µmol/L isoproterenol) compared to WT counterparts (Figure 6H,I), while this was not observed in LV mutant cardiomyocytes (Figure 6F,G). Interestingly, the inclusion of KN93 [16], the selective inhibitor of CaM kinase II, abrogated the increased after-contractions in mutant RV cells (Figure 6K), indicating that aberrant SR Ca release was associated with increased CaMKII activity, contributing to ACs. Control studies used KN92, the inactive analog of KN93 (Figure 6J,K).

### 3.5. Calcium Handling Protein Levels

The observed RV-specific alterations in Ca-kinetic and contractile parameters by R14del-PLN prompted evaluation of the expression levels of PLN and other key SR Ca-cycling proteins in RV and LV compartments. Quantitative immunoblotting indicated that the PLN levels were similar between WT or R14del in either the LV or RV compartments (Figure 7A,B,D,E). In addition, the SERCA2a levels were also similar (Figure 7A,C,D,F). Thus, there were no differences in the PLN/SERCA2a relative ratio between LV or RV in either WT or R14del-PLN hearts (Figure 7G,H). Furthermore, this ratio was evaluated using transcriptomic analyses, and it was similar between LV and RV in either WT or mutant hearts (0.6 ± 0.02 in RV and 0.6 ± 0.03 in LV of WTs; 0.63 ± 0.01 in RV and 0.58 ± 0.04 in LV of mutants).

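Messenger RNA was sequenced from the LV and RV of mice carrying human WT-PLN or R14del-PLN, with 3 samples of each ventricle and genotype. The authors deposited 1 value per gene and sample in TPM, which states what share of all transcripts in a sample belongs to a gene once gene length is taken into account. The knock-in gene encodes the human protein, and how its reads were mapped to the mouse gene is not stated. Pln lies on chromosome 10 of the mouse genome GRCm38 from 53337667 to 53345987, and Atp2a2, which encodes SERCA2a, lies on chromosome 5 from 122453513 to 122502225. In WT-PLN hearts, Pln was at 1777 ± 163 TPM (SD, n = 3) in the RV and 1801 ± 85.1 TPM (SD, n = 3) in the LV. In R14del-PLN hearts, it was at 1727 ± 80.6 TPM (SD, n = 3) in the RV and 1630 ± 79.5 TPM (SD, n = 3) in the LV. Atp2a2 was at 2960 ± 437 TPM in the RV and 2971 ± 371 TPM in the LV of WT-PLN hearts, and at 2752 ± 247 TPM in the RV and 2819 ± 547 TPM in the LV of R14del-PLN hearts (SD, n = 3 each). Pln overlaps Cep85l on the opposite strand, which had a mean of 3.07 TPM, and it is not stated whether the values were counted by strand.

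The ratio of Pln to Atp2a2 was taken in each sample and then averaged. In WT-PLN hearts it was 0.603 ± 0.0336 (SD, n = 3) in the RV and 0.610 ± 0.0477 (SD, n = 3) in the LV. In R14del-PLN hearts it was 0.629 ± 0.0265 (SD, n = 3) in the RV and 0.588 ± 0.0796 (SD, n = 3) in the LV. The corresponding standard errors were 0.0194, 0.0276, 0.0153 and 0.0459. The ranges of the 3 samples overlapped between all groups, from 0.567 to 0.633 in RV and 0.558 to 0.651 in LV of WT-PLN hearts, and from 0.600 to 0.653 in RV and 0.500 to 0.654 in LV of R14del-PLN hearts. The difference between RV and LV was -0.00676 in WT-PLN hearts (two-sided exact permutation test, p = 0.8) and 0.0407 in R14del-PLN hearts (p = 0.7 from the same exact test). Between R14del-PLN and WT-PLN hearts, the difference was -0.0216 in the LV (exact p = 0.7) and 0.0258 in the RV (exact p = 0.4). With Benjamini-Hochberg adjustment over these 4 comparisons, every adjusted p from the exact test was 0.8. The smallest p that 3 samples against 3 allow is 0.1, so none of these tests could pass 0.05. Quantile normalization between samples moved the ratio most, to 0.584 in the RV of R14del-PLN hearts. TPM values keep no record of the number of reads, so the counting error of each ratio is unknown.

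**Figure D1:**
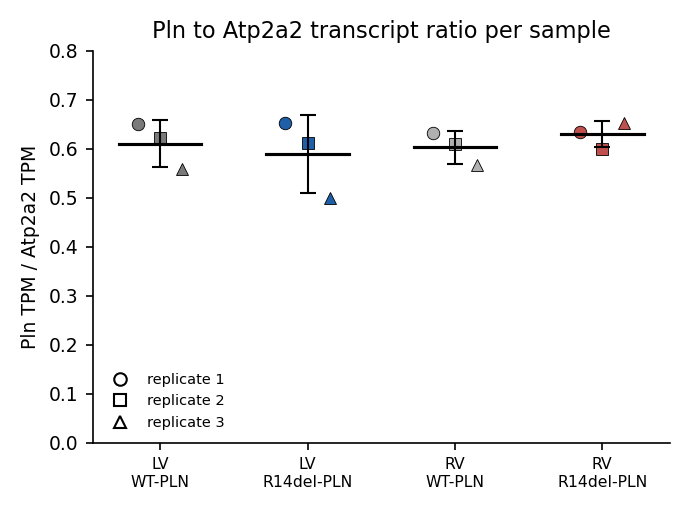
Ratio of Pln to Atp2a2 TPM in each sample of the 4 groups. Points are samples, with the marker shape giving the replicate number, lines are group means and bars are SD (n = 3); all samples lie between 0.500 and 0.654.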

Analysis of other Ca-cycling proteins indicated no alterations in the levels of HAX-1, HRC and NCX by R14del-PLN in either RV or LV compartments (Figure 8). Further immunofluorescence examination of cardiomyocytes revealed that both WT and R14del-PLN co-localized with SERCA2a in LV and RV myocytes (Figure S2A,B) although a few cells showed a granulated pattern for mutant PLN (Figure S2C). This observed cell heterogeneity and PLN aggresomes are consistent with findings in R14del-PLN patients’ hearts [5].

### 3.6. Gene Expression Profiles

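Global gene expression was measured by RNA sequencing of polyA stranded libraries from 12 samples: 3 LV and 3 RV samples from WT-PLN hearts, and 3 LV and 3 RV samples from R14del-PLN hearts. Both lines are knock-in mice that carry human phospholamban coding sequences. The paper describes its R14del-PLN mice as heterozygous, with an intact allele and an allele lacking arginine 14, and states an age of 12 to 14 weeks. The paper states that reads were mapped to the mouse genome GRCm38 with CLC Genomics Workbench, which was also used for its principal component analysis and differential expression. The values analysed here are the authors' TPM values, 1 per gene and sample. The values of every sample sum to 1000000, so the number of reads behind a value is unknown and no counting error can be given. The number of genes above 0 TPM ranged from 17989 to 18879 in LV of WT-PLN hearts (median 18224), 18105 to 18357 in RV of WT-PLN hearts (median 18136), 17991 to 18553 in LV of R14del-PLN hearts (median 18142) and 17924 to 18181 in RV of R14del-PLN hearts (median 18109).

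Because TPM is a share of all transcripts, a change in a few abundant genes moves all others. Mitochondrially encoded genes held 44.0% to 47.3% of all TPM in LV of WT-PLN hearts and 48.7% to 52.7% in RV of WT-PLN hearts. They held 37.3% to 51.2% in LV of R14del-PLN hearts, where replicate 3 had the lowest share, and 51.1% to 54.5% in RV of R14del-PLN hearts. The results were therefore recomputed after quantile normalization, after scaling to the upper quartile, and without mitochondrially encoded genes.

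Differential expression was tested with limma on log2(TPM + 1) for the 12526 genes with a mean of at least 0.5 TPM over the 12 samples. All samples entered a single model of 4 group means, and the R14del-PLN and WT-PLN groups were compared within each ventricle. Fold changes are on the log2(TPM + 1) scale, which understates changes of genes with low TPM. As in the paper, a gene was called changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. The difference between the ventricles was tested as the interaction of genotype and ventricle in the same limma model. Genes named in the text with a mean below 0.5 TPM were tested in a fit of all 22948 genes above 0 TPM in any sample.

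The samples differed in ways that genotype and ventricle do not explain. In the LV and RV samples of WT-PLN replicate 1, the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were between 0.0159 and 0.191 TPM, against 3.03 to 30.6 TPM in the other 10 samples. The paper states that male mice were used. RV replicate 3 of R14del-PLN hearts is labelled with another sequencing run than the other 11 samples, and being alone in its run it was examined only by leaving it out.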

To obtain a further unbiased view of potential pathway changes associated with the RV-specific effects of R14del-PLN, global gene expression profiling was performed using next-generation sequencing in LV and RV samples from WT and mutant hearts. Principal component analysis showed independent clustering of each sample group, indicating a unique gene expression signature within each group (Figure 9A). 

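Principal component analysis of log2(TPM + 1) for 12526 genes, each centred and scaled to unit variance, placed 43.1% of the variance on the first component and 14.2% on the second. Separation of the 4 groups on these components was measured by the mean silhouette, which is 1 when samples lie far closer to their own group than to any other and negative when they lie closer to another group. The mean silhouette was -0.0969 over the 12 samples. Of all 15400 ways to divide 12 samples into 4 groups of 3, 2585 gave a silhouette as high (exact permutation p = 0.168). For single samples it ranged from -0.562 in LV replicate 1 of R14del-PLN hearts to 0.392 in RV replicate 2 of WT-PLN hearts. Along the second component, the 6 WT-PLN samples lay between -51.8 and -0.016 and the 6 R14del-PLN samples between -1.26 and 93.4. Grouped by genotype alone, the silhouette was 0.106, reached by 56 of 462 divisions (exact p = 0.121). Grouped by ventricle alone, it was 0.0486, reached by 109 of 462 divisions (exact p = 0.236). Quantile normalization moved the silhouette most. It placed 22.4% of the variance on the first component and gave a silhouette of 0.128 for the 4 groups, which 51 of 15400 divisions reached (exact p = 0.00331). These exact tests take the 12 samples as independent. LV and RV samples of one number deviated together, with a mean correlation of 0.478 in WT-PLN and 0.224 in R14del-PLN hearts. They may come from one mouse, so the p-values of these tests are uncertain.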

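With limma and Benjamini-Hochberg adjustment, 65 of 12526 genes were called changed in the LV, 12 of them higher and 53 lower in R14del-PLN hearts. In the RV, 34 genes were called, 9 higher and 25 lower. Both ventricles shared 29 of these genes, all changed in the same direction, while 36 were called only in LV and 5 only in RV. At an unadjusted p of 0.05, 1203 genes passed in LV and 779 in RV. The TPM ranges of the WT-PLN and R14del-PLN groups did not overlap for any of the called genes. Across all tested genes, 1372 in LV and 1375 in RV had ranges that did not overlap, and with 3 samples against 3 chance alone gives 10%.

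The interaction of genotype and ventricle passed an adjusted p of 0.05 for 0 genes, and 127 genes passed at an unadjusted p of 0.05. A gene called in a single ventricle was thus not shown to differ between the ventricles. The 5 genes with the smallest interaction p were Gm16232 (log2 difference of RV and LV fold changes -2.11), Gm11037 (-3.60), Prr3 (0.65), Fam60a (0.83) and Gm17374 (-4.47), each with a Benjamini-Hochberg adjusted p of 0.9999 in limma. Gm16232, Prr3 and Gm17374 overlap Pigk, Gnl1 and Esf1 on the opposite strand, Gm11037 overlaps Hspa12b on the same strand, and Fam60a has a copy of 99.7% identity, so these values are uncertain. Across genes, the log2 fold changes of LV and RV had a Pearson r of 0.731, and 8588 of the 12526 genes had the same sign. For the 70 genes called in either ventricle, r was 0.985 and all 70 had the same sign. These values are across genes, which are not independent replicates, and the 70 genes were chosen for a large change. Deviations shared by the LV and RV samples of one number also raise r, so it does not measure an effect of genotype.

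Same-numbered samples of the 2 genotypes deviated together only slightly. The mean correlation of their deviations from the group means was 0.0756 in LV, against -0.0377 for samples with other numbers, and 0.138 in RV, against -0.0700. Such samples are different mice, and no matching between them is stated. With the replicate number as a fixed block across the genotypes in the limma model, 119 genes were called in LV, 62 in RV and 52 in both. These included 64 of the 65 LV genes and all 34 RV genes called without the block. Of the alternatives set in advance, the one that moved the LV count most was leaving out LV replicate 1 of WT-PLN hearts, which gave 153 genes in LV.

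The 5 largest changes shared by the ventricles were in genes with near-identical copies. Rpl34-ps1, a processed pseudogene on chromosome 6, had a mean of 236 ± 14.5 TPM in LV of R14del-PLN hearts and 0.183 ± 0.317 TPM in LV of WT-PLN hearts (SD, n = 3 each). In log2 terms it rose by 7.67 in LV and 7.46 in RV (standard error 0.20, limma adjusted p = 6.19e-11 and 8.92e-11). Rpl34, on chromosome 3, had a log2 fold change of -2.96 in LV and -3.12 in RV (standard error 0.13, limma adjusted p = 3.74e-08 and 1.89e-08). Gm10288, a pseudogene of Rpl11, changed by -4.35 in LV and -4.66 in RV on the log2 scale. Tma7-ps, a pseudogene of Tma7, was at 16.2 ± 3.75 TPM in LV of WT-PLN hearts and was listed at 0 in all R14del-PLN samples. Gm5900, a pseudogene of Lamtor3, was at 8.11 ± 2.54 TPM in LV of R14del-PLN hearts and was listed at 0 in all WT-PLN samples. Reads of such copies could be assigned to either gene, so these values are uncertain.

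**Figure D2:**
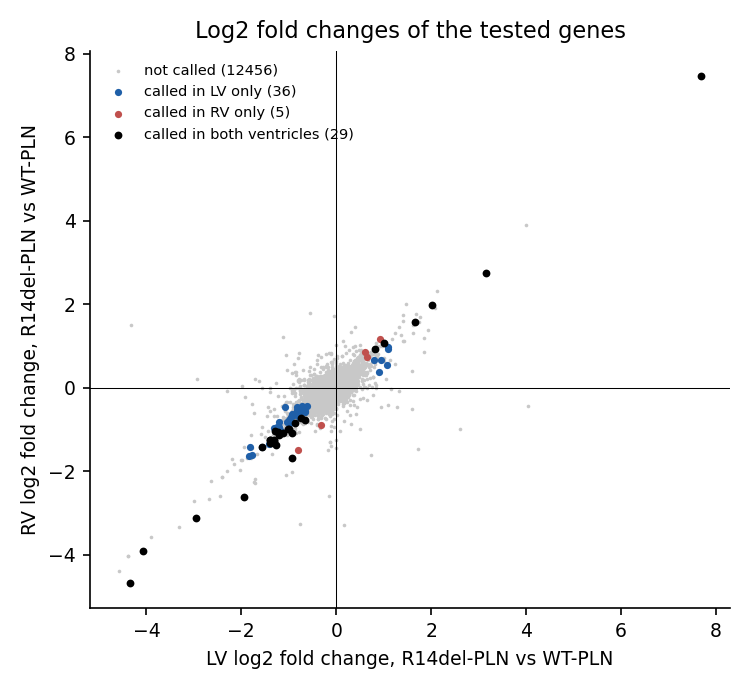
Log2 fold change of R14del-PLN against WT-PLN hearts in LV (horizontal axis) and RV (vertical axis), with 1 point per gene for 12526 genes and colours for the 36 genes called only in LV, the 5 called only in RV and the 29 called in both. All 70 called genes lie where both fold changes have the same sign.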

Collectively, the R14del-PLN mutation was associated with significant expression changes of 515 genes in the LV and 306 genes in the RV, with 233 being common between two ventricles. 

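Figure 9B lists 59 genes, shown as changed in LV for 52 and in RV for 33, which gives 85 gene and ventricle pairs. Of these, 70 had a mean of at least 0.5 TPM and 15 were below it. The sign of the log2 fold change was the one shown for 42 of 43 tested genes in LV and for 27 of 27 in RV. The exception was Grip2, with 45.0 ± 49.2 TPM in LV of WT-PLN hearts and 17.2 ± 5.27 TPM in LV of R14del-PLN hearts (SD, n = 3 each). A single sample, LV replicate 3 of WT-PLN hearts, was at 101 TPM for Grip2. In LV, the log2 fold change of the gene was -0.79 (standard error 0.56, adjusted p = 0.733 from limma with Benjamini-Hochberg adjustment) and was 0.09 without that sample.

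With limma and Benjamini-Hochberg adjustment over all 12526 genes, 12 of the 70 pairs were called in the direction shown. Aplnr was called higher in both ventricles, with a log2 fold change of 1.01 in LV and 1.06 in RV. Bcl2l1 and Per1 were called lower in both, and Kcna5 and Slc10a6 in LV only. Ctgf, which the figure lists under its newer symbol Ccn2, had a log2 fold change of -1.95 in LV (limma adjusted p = 0.0476) and -2.62 in RV (limma adjusted p = 0.0102). At an unadjusted p of 0.05, 53 of the 70 pairs passed. The ranges of the 2 genotypes did not overlap for 43 pairs, where chance gives 10% of genes that are not chosen by their values. The list is the paper's own calls on these data, so neither this count nor adjustment over the list alone, which 52 pairs passed, is an independent test. When the replicate number entered as a block in the limma model, 35 pairs of all the figures were called in place of 27. The enrichment of Gene Ontology categories itself was not analysed here.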

Gene Ontology (GO) analysis revealed significant changes in genes related to Ca-cycling, membrane potential and ion transport (Figure 9B). Among them, sarcolipin (Sln), which regulates SERCA2a activity in a manner analogous to PLN, was significantly downregulated only in LV. This observed decrease in Sln was also confirmed at the protein level (data not shown). In addition, sarcolipin was also under-expressed in LV samples from human R14del-PLN patients (unpublished data by Drs Pei, Harakalova and Folkert). 

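Sln lies on chromosome 9 from 53850164 to 53854560 (GRCm38). In LV of WT-PLN hearts, the 3 samples were at 3.62, 0.0547 and 27.8 TPM, and in LV of R14del-PLN hearts at 0.0237, 0.142 and 0 TPM. The means were 10.5 ± 15.1 TPM and 0.0552 ± 0.0760 TPM (SD, n = 3 each). In RV, the samples were at 0.101, 36.9 and 0.301 TPM in WT-PLN hearts and at 1.79, 11.2 and 0.369 TPM in R14del-PLN hearts, with means of 12.4 ± 21.2 TPM and 4.46 ± 5.90 TPM (SD, n = 3 each). In LV, the log2 fold change was -2.30 (standard error 1.30, adjusted p = 0.620 from limma with Benjamini-Hochberg adjustment), which did not exceed the spread between replicates. The ranges of the LV groups overlapped, since LV replicate 2 of WT-PLN hearts lay below the highest R14del-PLN sample (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest possible). In RV the log2 fold change was -0.07 (standard error 1.30, limma adjusted p = 1.0). With a pseudocount of 0.1 in place of 1, the RV value was positive, at 0.58. The interaction of genotype and ventricle was 2.23 on the log2 scale (limma adjusted p = 0.9999). With each LV sample left out in turn, the LV log2 fold change ranged from -3.45 to -1.07, and Sln was called under 0 of its 22 alternatives. After a block for the replicate number was added, the limma adjusted p was 0.549 in LV and 1.0 in RV. Over all alternatives it ranged from 0.377 to 1.0 in LV. The Sln level of a sample followed that of 9 other genes enriched in atrial cardiomyocytes, with a Pearson r of 0.977 over the 12 samples after the group means were removed.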

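The calcium-binding protein genes S100a8 and S100a9 lie on chromosome 3 of GRCm38, from 90668978 to 90670035 and from 90692632 to 90695721. S100a8 was at 1.86 ± 2.34 TPM in LV of WT-PLN hearts and 0.0823 ± 0.143 TPM in LV of R14del-PLN hearts (SD, n = 3 each). On the log2 scale it changed by -1.10 in LV (standard error 0.41, adjusted p = 0.376 from limma with Benjamini-Hochberg adjustment) and -0.19 in RV (limma adjusted p = 1.0). S100a9 was at 3.00 ± 3.65 TPM in LV of WT-PLN hearts and 0.399 ± 0.407 TPM in LV of R14del-PLN hearts (SD, n = 3 each). Its log2 fold change was -1.12 in LV (standard error 0.56, limma adjusted p = 0.561) and -0.71 in RV (limma adjusted p = 1.0). For both genes the LV means rested largely on replicate 3 of WT-PLN hearts, which was at 4.53 TPM for S100a8 and 7.12 TPM for S100a9. The LV ranges of the 2 genotypes overlapped for both genes. With the replicate number as a block, the limma adjusted p in LV was 0.208 for S100a8 and 0.290 for S100a9. Over all alternatives it ranged from 0.0393 to 0.944 for S100a8 and from 0.0515 to 1.0 for S100a9.

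The purinergic receptor gene P2ry10 and the potassium channel gene Kcnma1 had means below 0.5 TPM and were tested in the limma fit of 22948 genes. P2ry10 was at 0.132 ± 0.0652 TPM in LV of WT-PLN hearts and 0.0214 ± 0.0107 TPM in LV of R14del-PLN hearts (SD, n = 3 each). In RV it was at 0.111 ± 0.0167 and 0.0398 ± 0.0212 TPM (SD, n = 3 each). The ranges of the genotypes did not overlap in either ventricle (two-sided exact permutation p = 0.1 in each, the smallest possible). P2ry10 had a log2 fold change of -0.15 in LV (limma adjusted p = 0.225) and -0.10 in RV (limma adjusted p = 0.778). Kcnma1 was at 0.179 ± 0.215 TPM in LV of WT-PLN hearts and 0.0390 ± 0.0124 TPM in LV of R14del-PLN hearts (SD, n = 3 each). The log2 fold change of the gene was -0.17 in LV (limma adjusted p = 0.733) and -0.0017 in RV (limma adjusted p = 1.0). On the log2 scale, the interaction of genotype and ventricle was 0.91 for S100a8, 0.41 for S100a9, 0.05 for P2ry10 and 0.16 for Kcnma1, with a limma adjusted p of 0.9999 or more for each.

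**Figure D3:**
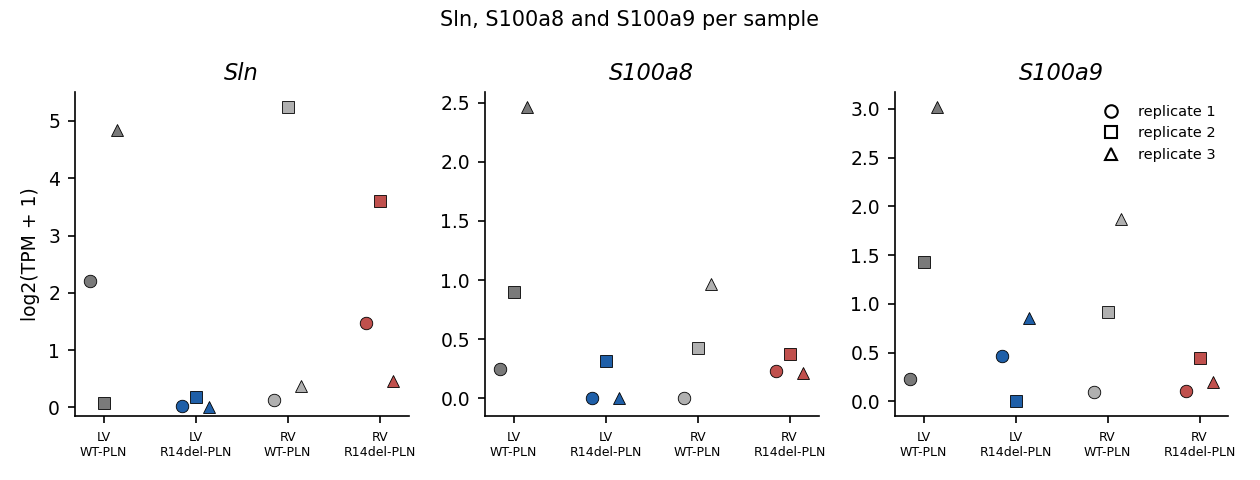
Expression of Sln, S100a8 and S100a9 in each sample as log2(TPM + 1), by ventricle and genotype, with the marker shape giving the replicate number. In LV of WT-PLN hearts, replicate 3 is the highest sample for each gene.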

Other LV-specific under expressed genes included the Ca-binding proteins S100a8/S100a9, the purinergic receptor P2ry10, which may be involved in calcium release from intracellular stores, and the calcium-activated potassium channel Kcnma1, which contributes to hyperpolarization of the cell membrane. These alterations in LV may serve as potential compensation to normalize the inhibited SR Ca-cycling by mutant PLN. 

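Slc26a3 lies on chromosome 12 of GRCm38 from 31390871 to 31473917 and Mcoln2 on chromosome 3 from 146149833 to 146195513. Both had means below 0.5 TPM and were tested in the limma fit of 22948 genes. Slc26a3 was at 0.473 ± 0.0604 TPM in RV of WT-PLN hearts and 0.259 ± 0.145 TPM in RV of R14del-PLN hearts (SD, n = 3 each). The 2 ranges did not overlap (two-sided exact permutation p = 0.1, the smallest possible). On the log2 scale it changed by -0.23 in RV (standard error 0.09, adjusted p = 0.831 from limma with Benjamini-Hochberg adjustment) and -0.14 in LV (limma adjusted p = 0.755). Mcoln2 was at 0.0561 ± 0.00841 TPM in RV of WT-PLN hearts and 0.204 ± 0.0373 TPM in RV of R14del-PLN hearts (SD, n = 3 each). In LV it was at 0.0577 ± 0.0513 and 0.264 ± 0.0257 TPM (SD, n = 3 each). In both ventricles every R14del-PLN sample was higher than every WT-PLN sample. Mcoln2 had a log2 fold change of 0.19 in RV (standard error 0.04, limma adjusted p = 0.143) and 0.26 in LV (standard error 0.04, limma adjusted p = 0.0291). Both are below a fold change of 1.5 on the log2(TPM + 1) scale, where the added 1 exceeds these TPM values. With 0.1 added in place of 1, the log2 fold change was 0.95 in RV and 1.26 in LV (limma adjusted p = 0.245 and 0.0744). Over its alternatives, the limma adjusted p of Mcoln2 ranged from 0.0190 to 0.358 in RV and from 0.00374 to 0.301 in LV. For Mcoln2 the interaction of genotype and ventricle was -0.07 on the log2 scale, and for Slc26a3 it was -0.09 (limma adjusted p = 1.0 for each). When the replicate number entered as a block, the limma adjusted p of Mcoln2 was 0.0689 in LV, which no longer passed 0.05, and 0.214 in RV, and that of Slc26a3 was 0.764 in RV. For Slc26a3 it ranged from 0.322 to 1.0 over its alternatives.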

Parallel observations in RV revealed underexpression of solute carrier family 26 member 3 (Slc26a3), which regulates intracellular pH and thus Ca, and overexpression of mucolipin 2 (Mcoln2), which belongs to the transient receptor potential channel family and acts as a Ca-permeable cation channel. These alterations in RV may contribute to impaired Ca-cycling, especially since Mcoln2 has been linked to arrhythmias in GWAS data from the GWASdb SNP-Phenotype Associations dataset [24]. Notably, there were no alterations in myoregulin, endoregulin, any other-regulin or DWORF, the newly identified SERCA2a regulatory proteins [25].

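The files list myoregulin as Mrln, endoregulin as Smim6, another-regulin as 1810037I17Rik and DWORF as Gm34302. In LV, Mrln was at 0.961 ± 0.565 TPM in WT-PLN hearts and 0.843 ± 0.158 TPM in R14del-PLN hearts (SD, n = 3 each), with a log2 fold change of -0.06 (standard error 0.22, adjusted p = 0.966 from limma with Benjamini-Hochberg adjustment). In RV its log2 fold change was 0.07 (limma adjusted p = 1.0). Smim6 was below 0.5 TPM, with 0.123 ± 0.0410 TPM in LV of WT-PLN hearts and 0.134 ± 0.0332 TPM in LV of R14del-PLN hearts (SD, n = 3 each). Its log2 fold changes were 0.01 in LV and -0.05 in RV (limma adjusted p = 1.0 in each). 1810037I17Rik was at 26.5 ± 2.08 TPM in LV of WT-PLN hearts and 22.1 ± 2.93 TPM in LV of R14del-PLN hearts (SD, n = 3 each). Its log2 fold change was -0.26 in LV (standard error 0.12, limma adjusted p = 0.530) and -0.0044 in RV (limma adjusted p = 1.0). Gm34302 was the most abundant of them, with 448 ± 122 TPM in LV of WT-PLN hearts and 402 ± 79.3 TPM in LV of R14del-PLN hearts (SD, n = 3 each). The log2 fold change of the gene was -0.14 in LV (standard error 0.32, limma adjusted p = 0.933) and 0.13 in RV (limma adjusted p = 1.0). For all 4 genes the ranges of the genotypes overlapped in both ventricles. The smallest limma adjusted p reached under any alternative was 0.165, for 1810037I17Rik in LV. With these standard errors, changes smaller than the spread between replicates would not be detected.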

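To measure these pathways on genes other than those the paper names, a list of 16 genes of the unfolded protein response and a list of 12 heat shock genes were tested as sets with camera in limma. Genes named in the paper's text or figures were left out of both lists. In R14del-PLN hearts, 14 of the 16 unfolded protein response genes were lower in LV and 12 of 16 in RV. Their mean log2 fold change was -0.24 in LV (adjusted p = 0.0116 from limma's camera test with Benjamini-Hochberg adjustment) and -0.13 in RV (limma camera adjusted p = 0.0264). Of the 12 heat shock genes, 12 were lower in LV and 10 in RV. Their mean log2 fold change was -0.31 in LV (limma camera adjusted p = 0.0113) and -0.20 in RV (limma camera adjusted p = 0.00869). When the samples were split in all 10 ways into 3 against 3, 6 of 10 splits in LV and 3 of 10 in RV, the real one included, gave a heat shock p as small, so this list does not set the genotypes apart from other splits. After a block for the replicate number was added, the camera adjusted p of the unfolded protein response list was 0.00918 in LV and 0.0204 in RV, and that of the heat shock list was 0.00498 in LV and 0.00390 in RV. The mean log2(TPM + 1) of the unfolded protein response list overlapped between the genotypes in both ventricles. In LV it was 4.21 to 4.55 in WT-PLN samples and 3.98 to 4.42 in R14del-PLN samples. In RV it was 4.07 to 4.25 in WT-PLN samples and 3.91 to 4.08 in R14del-PLN samples. The unfolded protein response list passed 0.05 in LV under 26 of 26 alternatives and in RV under 24 of 26. Its camera adjusted p ranged from 0.00122 to 0.0473 in LV and from 0.0115 to 0.0621 in RV, and that of the heat shock list from 0.00148 to 0.140 in LV and from 1.30e-04 to 0.147 in RV.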

Analysis of other significantly altered GO categories included ER stress and UPR pathways, which may be associated with early responses in mutant hearts due to aberrant SR Ca-handling. 

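Figure S3 lists 13 genes, of which 12 are shown as changed in LV and 12 in RV, 11 of them lower in each ventricle. The log2 fold change had the sign shown in the figure for all 24 gene and ventricle pairs. The median log2 fold change of the genes shown as lower was -1.31 in LV and -1.14 in RV. At an unadjusted limma p of 0.05, 12 of 12 genes passed in LV and 9 of 12 in RV. With Benjamini-Hochberg adjustment over all 12526 genes and a fold change of at least 1.5, limma called 3 of them in LV and 1 in RV. Herpud1, Chac1 and Cebpb were called in LV, and Cebpb in RV. The ranges of the genotypes did not overlap for 10 genes in LV and 7 in RV, where chance gives 10%, but the paper chose these genes on the same samples, so the count is not an independent test. In 7 of the 24 pairs, replicate 1 of the WT-PLN hearts was not set apart from the R14del-PLN samples in the direction shown. For genes shown as lower, it was no higher than the highest R14del-PLN sample. For genes shown as higher, it was no lower than the lowest.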

We observed downregulation of several genes, which were common between LV and RV (Figure S3). 

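Transcripts of thrombospondin-1, the heat shock proteins and Chac1 were lower in R14del-PLN hearts on average, with wide spread among the WT-PLN hearts for most of them. Thbs1 was at 24.4 ± 30.9 TPM in LV and 16.3 ± 19.7 TPM in RV of WT-PLN hearts, and at 1.00 ± 0.294 TPM in LV and 0.837 ± 0.172 TPM in RV of R14del-PLN hearts (SD, n = 3 each). The WT-PLN samples were at 1.33, 12.3 and 59.5 TPM in LV and 0.454, 9.94 and 38.4 TPM in RV for replicates 1 to 3. On the log2 scale it changed by -2.63 in LV and -2.22 in RV (standard error 1.08 in each, adjusted p = 0.444 and 0.830 from limma with Benjamini-Hochberg adjustment). Hspa1a was at 9.92 ± 8.49 TPM in LV of WT-PLN hearts and 1.01 ± 0.0844 TPM in LV of R14del-PLN hearts (SD, n = 3 each), with a log2 fold change of -1.99 in LV and -1.72 in RV (limma adjusted p = 0.366 and 0.736). Hspa1b had a log2 fold change of -2.15 in LV and -1.82 in RV (limma adjusted p = 0.433 and 0.823). Hspa1a and Hspa1b are 99.2% identical over 2201 bases, so reads could be split between them and the value of each is uncertain. Dnaja1 had a log2 fold change of -0.73 in LV and -0.66 in RV (limma adjusted p = 0.519 and 0.869). It has pseudogene copies of up to 99.4% identity and overlaps Smu1 on the opposite strand. Dnajb1 was at 11.0 ± 5.57 TPM in LV of WT-PLN hearts and 3.82 ± 0.430 TPM in LV of R14del-PLN hearts (SD, n = 3 each), with a log2 fold change of -1.18 in LV and -1.14 in RV (limma adjusted p = 0.266 and 0.458).

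Chac1 was at 4.47 ± 1.28 TPM in LV of WT-PLN hearts and 1.20 ± 0.480 TPM in LV of R14del-PLN hearts, and at 2.64 ± 0.925 and 0.838 ± 0.108 TPM in RV (SD, n = 3 each). Its log2 fold change was -1.31 in LV (standard error 0.21, limma adjusted p = 0.0170), which passed both thresholds, and -0.96 in RV (standard error 0.21, limma adjusted p = 0.104). Every R14del-PLN sample was lower than every WT-PLN sample for Chac1 and Dnajb1 in both ventricles (two-sided exact permutation p = 0.1, the smallest possible). Chac1 was called in LV under 18 of its 22 alternatives. Among these, with each sample of the ventricle left out in turn, it was called in 2 of 6 fits in LV. Atf3 was lower, with a log2 fold change of -1.49 in LV and -1.19 in RV (limma adjusted p = 0.269 and 0.669). The interaction of genotype and ventricle had an adjusted p of 0.9999 in limma for each of these genes. With the replicate number as a block, the limma adjusted p of Atf3 in LV was 0.0385 and passed the threshold, that of Chac1 was 0.0131 in LV and 0.0795 in RV, and that of Thbs1 was 0.194 in LV and 0.451 in RV. For Atf3 in LV, the limma adjusted p ranged from 7.36e-04 to 0.772 over its alternatives. It ranged from 0.00376 to 0.111 in LV and from 0.0459 to 0.521 in RV for Chac1, and from 0.00462 to 1.0 in LV and from 0.0110 to 1.0 in RV for Thbs1.

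**Figure D4:**
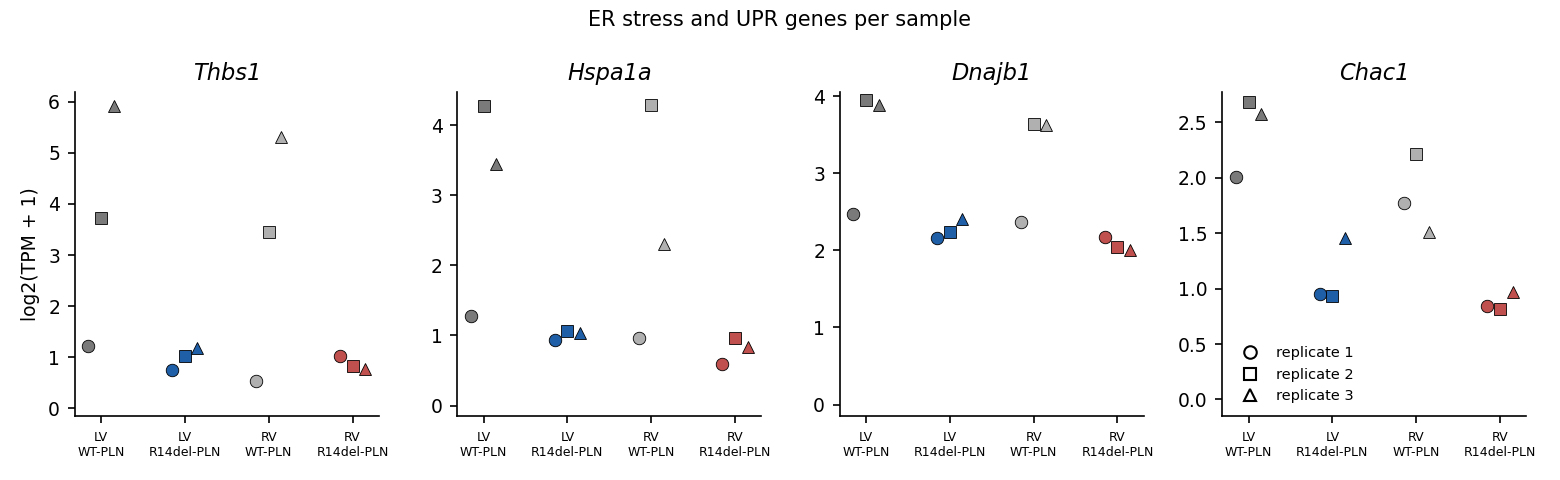
Expression of Thbs1, Hspa1a, Dnajb1 and Chac1 in each sample as log2(TPM + 1), by ventricle and genotype, with the marker shape giving the replicate number. For Thbs1 and Hspa1a, replicate 1 of the WT-PLN hearts lies near the R14del-PLN samples in both ventricles.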

The most prominent ones were thrombospondin-1 (Thbs1), which is a Ca-binding protein that may control ER stress; several heat shock proteins (Hspa1a, Hspa1b, Dnaja1 and Dnajb1), which act as molecular chaperones involved in protein quality control and correct folding; and glutathione specific gamma-glutamylcyclotransferase 1 (Chac1), which is a regulator of the unfolded protein response (UPR) pathway, downstream of Atf3. 

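Of 4 genes whose proteins the paper describes as anti-apoptotic, Bcl2l1 was called lower in both ventricles. It was at 26.7 ± 2.94 TPM in LV and 24.4 ± 1.11 TPM in RV of WT-PLN hearts, and at 11.9 ± 2.46 TPM in LV and 11.1 ± 1.57 TPM in RV of R14del-PLN hearts (SD, n = 3 each). Bcl2l1 had a log2 fold change of -1.12 in LV and -1.08 in RV (standard error 0.15 in each, adjusted p = 0.00402 and 0.00606 from limma with Benjamini-Hochberg adjustment). Bcl2l1 was called under 22 of 22 alternatives in LV and 21 of 22 in RV. Pim3 was at 35.3 ± 3.05 TPM in LV of WT-PLN hearts and 20.1 ± 2.76 TPM in LV of R14del-PLN hearts (SD, n = 3 each). On the log2 scale it changed by -0.79 in LV (standard error 0.13, limma adjusted p = 0.0191), which passed both thresholds, and -0.69 in RV (limma adjusted p = 0.0532). When the replicate number entered as a block, the limma adjusted p of Pim3 was 0.0116 in LV and 0.0272 in RV, so that Pim3 was called in both. Over the alternatives it ranged from 0.00768 to 0.115 in LV and from 0.0223 to 0.176 in RV.

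Timp3 was at 104 ± 17.3 TPM in LV of WT-PLN hearts and 60.6 ± 7.21 TPM in LV of R14del-PLN hearts (SD, n = 3 each). Its log2 fold change was -0.77 in LV (standard error 0.17, limma adjusted p = 0.0725) and -0.44 in RV (limma adjusted p = 0.615). Dusp1 was at 40.3 ± 21.6 TPM in LV and 34.3 ± 15.7 TPM in RV of WT-PLN hearts, and at 15.5 ± 4.26 TPM in LV and 13.8 ± 1.52 TPM in RV of R14del-PLN hearts (SD, n = 3 each). The log2 fold change of the gene was -1.23 in LV and -1.17 in RV (standard error 0.35 in each, limma adjusted p = 0.208 and 0.325). The genotypes did not overlap in either ventricle for Bcl2l1, Pim3 and Dusp1, while the RV ranges of Timp3 overlapped. After a block for the replicate number was added, the limma adjusted p in LV was 0.0293 for Timp3 and 0.0393 for Dusp1, and in RV it was 0.348 and 0.0664. Over the alternatives, the limma adjusted p in LV ranged from 0.0147 to 0.302 for Timp3 and from 0.0220 to 0.645 for Dusp1, and in RV from 0.0973 to 1.0 and from 0.0660 to 0.757. Dusp1 overlaps Ergic1 on the opposite strand, so its values are uncertain where reads were not counted by strand.

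**Figure D5:**
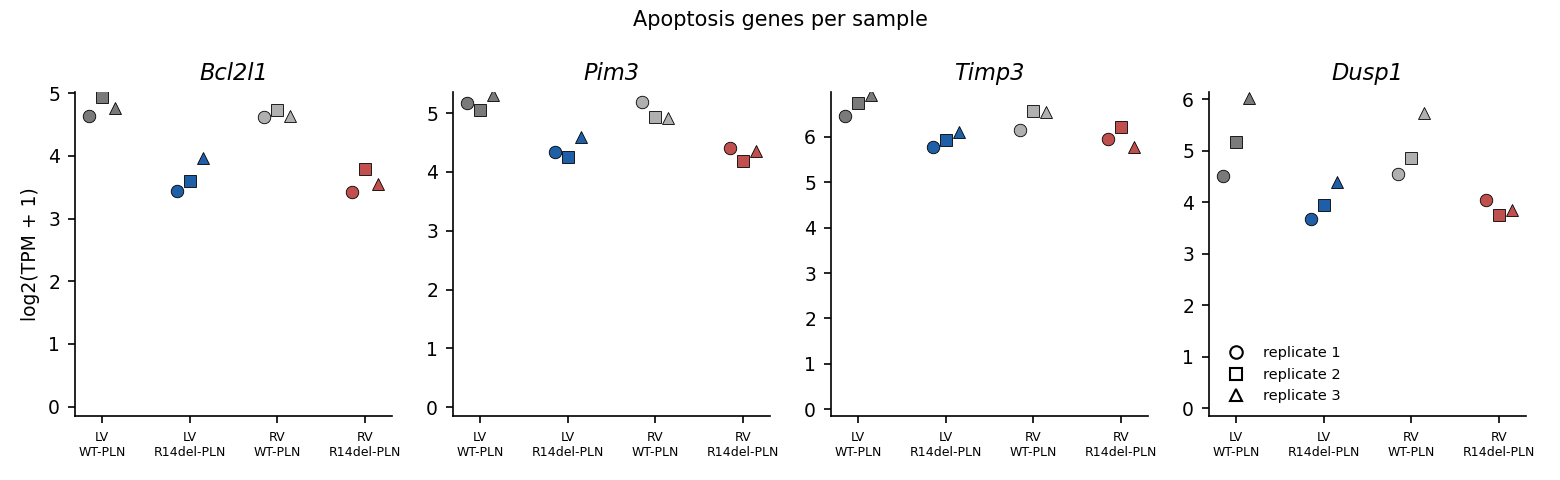
Expression of Bcl2l1, Pim3, Timp3 and Dusp1 in each sample as log2(TPM + 1), by ventricle and genotype, with the marker shape giving the replicate number. For Bcl2l1, Pim3 and Dusp1 every R14del-PLN sample lies below every WT-PLN sample of its ventricle.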

Additional alterations, associated with apoptosis/cell death pathways (Figure S4) in both ventricles, included downregulation of the anti-apoptotic proteins Bcl-2-like 1 (Bcl2l1), Pim-3 proto-oncogene serine/threonine kinase (Pim3), TIMP Metallopeptidase Inhibitor 3 (TIMP3) and dual specificity phosphatase 1 (Dusp1). Collectively, the observed decreases in ER-stress, UPR and apoptosis-related transcripts may contribute to early impairment of protein quality control and reduced protection in the R14del-PLN hearts, even though there is no apparent remodeling or a pathological phenotype at this early age.

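The colour tables of Figure 9B, Figure S3 and Figure S4 hold 123 genes, shown as changed in 172 gene and ventricle pairs. Of these, 150 had a mean of at least 0.5 TPM. The log2 fold change had the sign shown in 149 of them, with a median of -0.88 for the genes shown as lower in LV and -0.83 in RV. With limma and Benjamini-Hochberg adjustment over all 12526 genes, 27 pairs were called, 19 in LV and 8 in RV. At an unadjusted p of 0.05, 122 of the 150 pairs passed. Adjustment over the list alone gave 117, a count that reflects how the list was chosen. In 44 of the 150 pairs, the WT-PLN sample of replicate 1 was not set apart from the R14del-PLN samples in the direction shown. For genes shown as lower, it was no higher than the highest R14del-PLN sample. For genes shown as higher, it was no lower than the lowest. From the lower transcripts of ER stress, UPR and apoptosis genes, the paper infers a possible contribution to early impairment of protein quality control and to lower protection of R14del-PLN hearts, before any remodeling is seen.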

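Of the genes chosen for quantitative PCR, Slc10a6, Lpar6, Adra1a, Thbs1 and Rrad are described, with Adra1d from Figure 9B. Slc10a6 was at 2.51 ± 0.442 TPM in LV of WT-PLN hearts and 0.803 ± 0.224 TPM in LV of R14del-PLN hearts (SD, n = 3 each). On the log2 scale it changed by -0.96 in LV (standard error 0.15, adjusted p = 0.0154 from limma with Benjamini-Hochberg adjustment), which passed both thresholds, and -0.70 in RV (limma adjusted p = 0.101). Lpar6 was at 0.924 ± 0.0524 TPM in LV of WT-PLN hearts and 1.57 ± 0.109 TPM in LV of R14del-PLN hearts (SD, n = 3 each). This gave a log2 fold change of 0.41 in LV and 0.49 in RV (limma adjusted p = 0.223 and 0.159). Lpar6 lies within Rb1 on the opposite strand, so its value is uncertain where reads were not counted by strand. Rrad was at 39.4 ± 12.8 TPM in LV of WT-PLN hearts and 80.6 ± 14.8 TPM in LV of R14del-PLN hearts (SD, n = 3 each), with a log2 fold change of 1.04 in LV and 1.07 in RV (limma adjusted p = 0.208 and 0.245). For Slc10a6, Lpar6 and Rrad the ranges of the genotypes did not overlap in either ventricle (two-sided exact permutation p = 0.1 in each, the smallest possible). Adra1a had a log2 fold change of -0.19 in LV and -0.15 in RV (limma adjusted p = 0.798 and 1.0), with overlapping ranges. Adra1d, the gene of this family listed in Figure 9B, had a log2 fold change of 0.43 in LV and 0.55 in RV (limma adjusted p = 0.351 and 0.268). Thbs1 is described above. With the replicate number as a block, the limma adjusted p in RV was 0.0818 for Slc10a6, 0.156 for Lpar6 and 0.203 for Rrad. Over the alternatives it ranged from 0.0272 to 0.512, 0.0432 to 0.725 and 0.112 to 0.785 for these genes.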

Quantitative PCR was also performed to validate the findings for some of the genes identified in the RNA sequencing (Slc106, Lpar6, Serpine, Adra1a, Thbs1 and Rrad) and each gene showed the same trend in qPCR as in RNA sequencing although the values were not significant for all the genes. In future studies, the observed alterations at the transcriptional level presented above will need to be validated at the protein level and the involvement verified of specific protein players and pathways in the R14del-PLN phenotype.

## 4. Discussion

This is the first study to show that an inherited mutation in a Ca-regulatory protein that originates in RV-specific Ca-defects, leading to catecholaminergic malignant arrhythmia at a young age. The R14del-PLN mutation causes impaired SR Ca-sequestration and increased diastolic Ca levels, which trigger Ca-leak and arrhythmogenic action potential changes, ensuing ectopy that originates in RV. A major new finding is that the distinct ECG features in humanized models, including prolonged PR interval and attenuated R-waves, are remarkably similar to those observed in pre-symptomatic R14del-PLN patients at high risk for VT and sudden cardiac death [22,26]. In most genetically associated cardiomyopathy cases, ventricular arrhythmias appear to occur through progression to advanced heart failure. However, our current work suggests that the R14del-PLN mutation may increase the propensity to arrhythmia even at an early age in mice, similar to the increased risk of malignant VT in young patients [5]. As disease penetrance is incomplete and age-dependent, follow-up frequency and timing of therapeutic interventions are still major challenges in R14del-PLN patients [5]. The ECG changes and ventricular arrhythmias described during isoproterenol testing in these young mice may have clinical utility for the early identification of high-risk patients in asymptomatic carriers. While previous studies have shown the utility of isoproterenol testing for early stratification of ARVC patients, this study is the first to indicate its potential value specifically in R14del-PLN patients [26].

### 4.1. Ventricular Tachycardia and Its Origin in RV

The delayed ventricular activation and conduction times predispose the R14Rdel-PLN mice to reentrant ventricular tachycardia (VT). In addition, the prolonged and heterogenous ventricular repolarization predispose the mutant mice to triggered PVCs and VT [20]. Importantly, the PVCs and VT appeared to originate from the RV, consistent with delayed Ca-transient decay/relaxation and action potential prolongation in these myocytes. The triggered action potential in the RV myocytes (“source”) would produce a voltage gradient with the other end of the heart (“sink”), and then the current flows from source to sink to depolarize and trigger action potential in the cells downstream. Our data suggest that multiple factors alter the source and sink properties in R14del-PLN hearts, thereby dynamically regulating intercellular impulse propagation. The source is affected by the slower rate, reduced amplitude and prolonged duration of ventricular activation. The sink is affected by reductions in ventricular repolarization reserve and liminal length [27], the amount of tissue that must be depolarized above the threshold for action potential propagation. Notably, the reduced repolarization reserve exaggerates the dispersion of ventricular repolarization, thereby promoting ventricular arrhythmias [20]. In addition, our studies employing ECG multi-lead vector analysis suggest that the PVCs in the R14del-PLN mice originate from at least two distinct regions in the RV, the basolateral free wall and outflow tract (Figure 1). These findings are similar to our prior observations in ARVC patients [23]. Based on the remodeling of the source and sink described above, prolongation of ventricular repolarization in RV, in the setting of normal LV repolarization, would allow the triggered afterdepolarizations in RV to initiate PVCs that depolarize LV tissue (which already have recovered) to initiate reentrant VT. These processes likely account for the increased propensity of R14del-PLN mice to both triggered and reentrant VT under stress conditions [20,28].

Although stress ECG studies in human PLN patients are scarce, studies in ARVC patients showed that polymorphic PVCs, non-sustained VTs and sustained VTs originating from the RV are common during isoproterenol infusion and exercise testing [29]. Moreover, one study in PLN patients with ARVC phenotype showed that right ventricular VTs have incidence rates of up to 79% [30]. In PLN patients with a DCM phenotype, ventricular ectopy and arrhythmias are also common during exercise and exercise testing, but no studies have described the origin of these arrhythmias in detail [5,26].

### 4.2. Right Ventricular Specificity of R14del-PLN

Cellular characterization studies have mainly been performed in LV myocytes, and parallel studies in RV cells are overall limiting. Thus, potential compartment-specific differences may have gone unnoticed regarding the function of specific genes. Interestingly, R14del-PLN appeared to exert RV-specific depressive effects associated with prolonged Ca-transient decay, decreased SR Ca-load, elevated diastolic calcium levels and increased Ca-spark frequency, as well as aftercontractions. Potential explanations could include differences in PLN expression levels, the PLN/SERCA2a ratio or other key Ca-cycling proteins. However, all these were similar between LV and RV in WT-PLN or R14del-PLN hearts. Another possibility is the inherent differences between the two cardiac compartments including wall thickness, preload, ionic currents, structural organization and compensatory mechanisms. Indeed, NCX activity was decreased in RV myocytes, which may constitute an important compensatory mechanism in the face of inhibited SERCA2a activity to increase SR Ca-load but may also contribute to increased diastolic Ca [31]. Other RV-specific transcriptional changes, which may contribute to the observed phenotype, included underexpression of Slc26a3, which controls intracellular pH and may impact Ca-cycling, and upregulation of Mcoln2, which may participate in Ca-overload and potential arrhythmia [32,33]. Interestingly, Sln was significantly under-expressed only in LV of mutant mice, and this was confirmed in human carriers. Sln is an inhibitor of SERCA2a, similar to PLN, and decreases in its expression may partially offset the increased inhibitory effects of R14del in LV, preventing aberrant Ca-cycling. Although Sln is predominantly expressed in atria, its ablation significantly increased the Ca-affinity of SERCA2a in the ventricle [34], and its downregulation by AAV treatment improved cardiac function in a Duchenne muscular dystrophy model [35]. Overall, our findings on the RV-specific impact by R14del-PLN point to the importance of this compartment in driving the in vivo phenotype on increased propensity to arrhythmias, originating in RV.

### 4.3. Decreases in ER Stress and Apoptosis Pathways

Since alterations in Ca-cycling may affect cellular pathways involved in disease progression, we examined the expression of ER stress and UPR associated genes that may impact remodeling at an early stage. There was significant under-expression of several genes, including Thbs1, which is involved in ER stress responses and whose decreases may activate apoptotic mechanisms [36], and Hsp70 (Hspa1a and Hspa1b), which acts as molecular chaperone and whose under-expression may associated with incorrect folding and compromised protein degradation. In addition, Chac1, which is a regulator of the UPR pathway, downstream of Atf3 (transcriptional activator of UPR target genes) was significantly downregulated. Other alterations associated with apoptosis/cell death pathways were reflected in the under-expression of Bcl2l1, Dusp1 and Pim3, which have important anti-apoptotic roles, and Timp3, which inhibits the activity of metalloproteases. As a whole, the observed alterations suggest that the UPR, ER stress and apoptosis-related genes may underlie early pathology, which is eventually associated with protein aggregation, observed in R14del-PLN cardiomyopathy [5], and compromised cardioprotection mechanisms. However, beyond the changes observed at the transcriptional level, there may be post-transcriptional and/or post-translational modifications, introducing additional layers of changes that could contribute to R14del-PLN pathogenesis.

### 4.4. Study Limitations

There are several limitations associated with the current findings: (a) other factors, including environmental, genetic or epigenetic effects, may also contribute to the R14del-PLN phenotype; (b) findings in mouse hearts may not reflect similar alterations in large animal or human hearts as there are species differences, including heart rate, myosin heavy chain isoforms, Ca-cycling properties and ion currents; (c) the studies in isolated cardiomyocytes may be potentially biased by selection of the healthiest cells that survive the isolation procedure; (d) the detrimental effects of R14del-PLN may be mediated by additional pathways besides impaired SR Ca-cycling; and (e) the effects of gender were not addressed in the current study, which was conducted only in male mice. Thus, translation of the current findings and their implications for human females remain limited. Finally, the specific involvement of RV in this non-desmosomal model of ARVC is not entirely clear, although we speculate that inherent differences between LV and RV and compensatory mechanisms may account for these observations. Overall, the current study has provided significant insights into early cellular mechanisms associated with the naturally occurring R14del genetic variant.

## 5. Conclusions

Our findings in young humanized R14del-PLN mice indicate increased propensity to aftercontractions under stress conditions, resulting in delayed ventricular activation, prolonged repolarization and ventricular tachyarrhythmia, which appeared to originate from the right ventricle in vivo. At the cellular level, the mechanisms underlying arrhythmia involved increased inhibition of SR Ca-transport, increased SR Ca-leak and aftercontractions, as well as prolongation of action potential duration. Interestingly, the observed Ca-defects were specific to right ventricular mutant myocytes and reveal that RV-specific Ca-impairment is an early sign associated with R14del-PLN mutation. In addition, they are in agreement with findings in classic ARVC, showing primarily malignant ventricular arrhythmias during isoproterenol testing in the early stages of the disease. This mutant Ca-regulatory protein elicited characteristics similar to those of desmosomal gene mutations in intact animals. Furthermore, the observed ECG changes in young mice were similar to the pre-symptomatic R14del-PLN probands at an early age [3,5]. These findings highlight the importance of understanding early cellular defects that associate with R14del-PLN, providing the opportunity for targeted therapy. They also point to the paramount importance of genetic and cardiac screening for this rare exome variant, R14del-PLN, to prevent the increased risk for arrhythmic events at an early age. Early detection of high-risk mutation carriers, before the onset of symptoms, would allow for increased monitoring or interventions to prevent life-threatening ventricular arrhythmias.

## Figures and Tables

**Figure 1:**
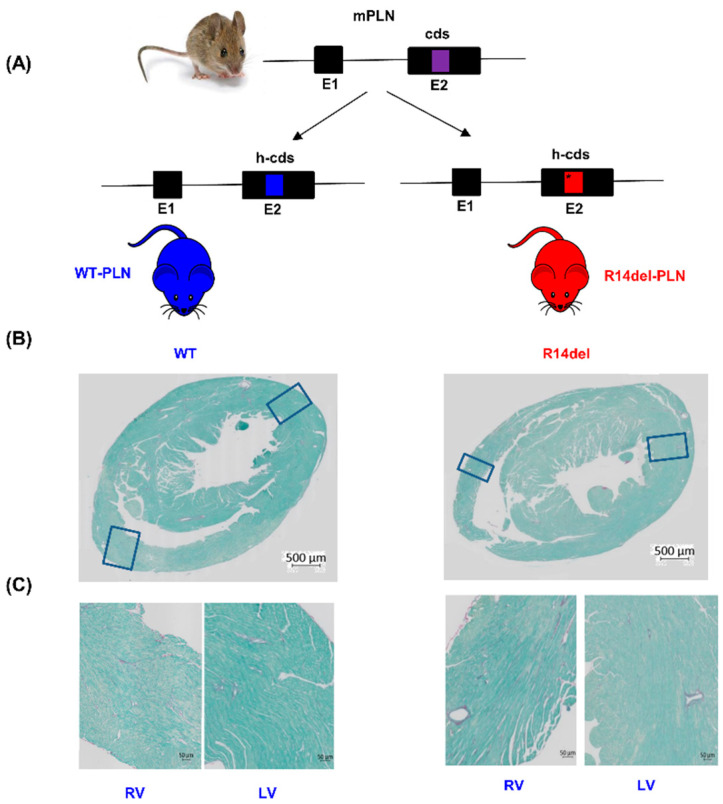
Generation of humanized knock-in R14del-PLN mice and cardiac histology. (**A**) Humanized wild-type (WT) and mutant (R14del) mouse models were generated by inserting the human wild-type and mutant PLN coding sequence (h-cds) into exon 2 of mouse PLN (mPLN; cds) gene-by-gene targeting methodology. (**B**) Representative cross-sections and (**C**) RV and LV sections from 3-month-old WT and R14del mice stained with Picro-Sirius Red and Fast Green solution. Magnification 20×; scale bar; 500 μm and 50 μm. N = 6 hearts for WT and N = 6 hearts for R14del.

**Figure 2:**
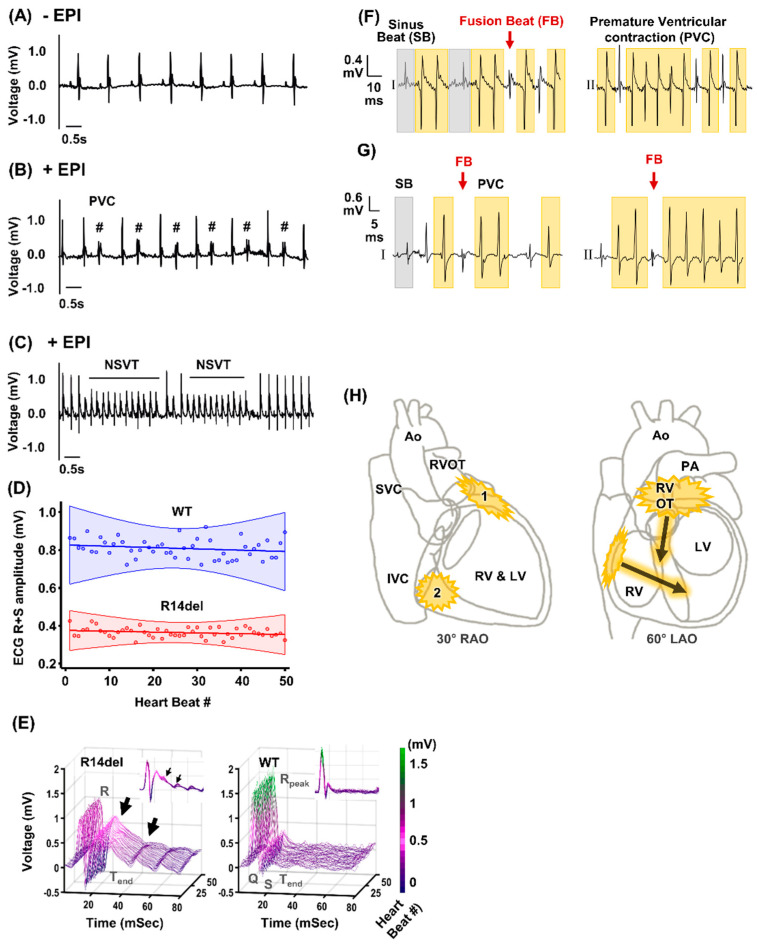
In vivo electrophysiological characteristics and putative source of the ventricular arrhythmias in R14del-PLN mutant mice. (**A**) ECG tracing under basal condition in R14del-PLN mice. (**B**,**C**) ECG tracings showing stress (caffeine and epinephrine) induced arrhythmias in the forms of premature ventricular complexes (PVCs, #), and non-sustained ventricular tachycardia (NSVT) in R14del-PLN mice (N = 5). (**D**) The mean R+S wave amplitudes with linear regression fit (solid line) and 95% confidence intervals (shaded) are shown for 50 consecutive heartbeats at a steady state for WT and R14del mice. (**E**) Representative ECG traces are plotted for 50 consecutive heartbeats at a steady state as a function of time and heartbeat number. The R14del mice (left panel) had reduced R wave amplitudes, prolonged QT and increased dispersion of repolarization (arrows) compared to wild type (WT). (**F**) Representative ECG tracings of PVC and VT beats from R14del-PLN animals are shown from leads I and II. The presence of fusion beats (red arrow) is diagnostic of PVC and non-sustained VT. Compared to the sinus beats (grey shaded areas), the morphology of the PVC and VT beats (yellow) suggests that these beats originated from or near the right ventricular outflow tract (RVOT). (**G**) Representative example of another common morphology of the PVC and VT beats from leads I and II for another R14del-PLN animal. The net QRS vector suggests these PVC and VT beats originated from the basolateral free wall of RV. (**H**) The two most common origin sites for PVC and VT in R14del-PLN mice are summarized in the 30° right anterior oblique (RAO) and 60° left anterior oblique (LAO) schematics of the heart (Ao = aorta; SVC = superior vena cava; IVC = inferior vena cava; PA = pulmonary artery; LV = left ventricle).

**Figure 3:**
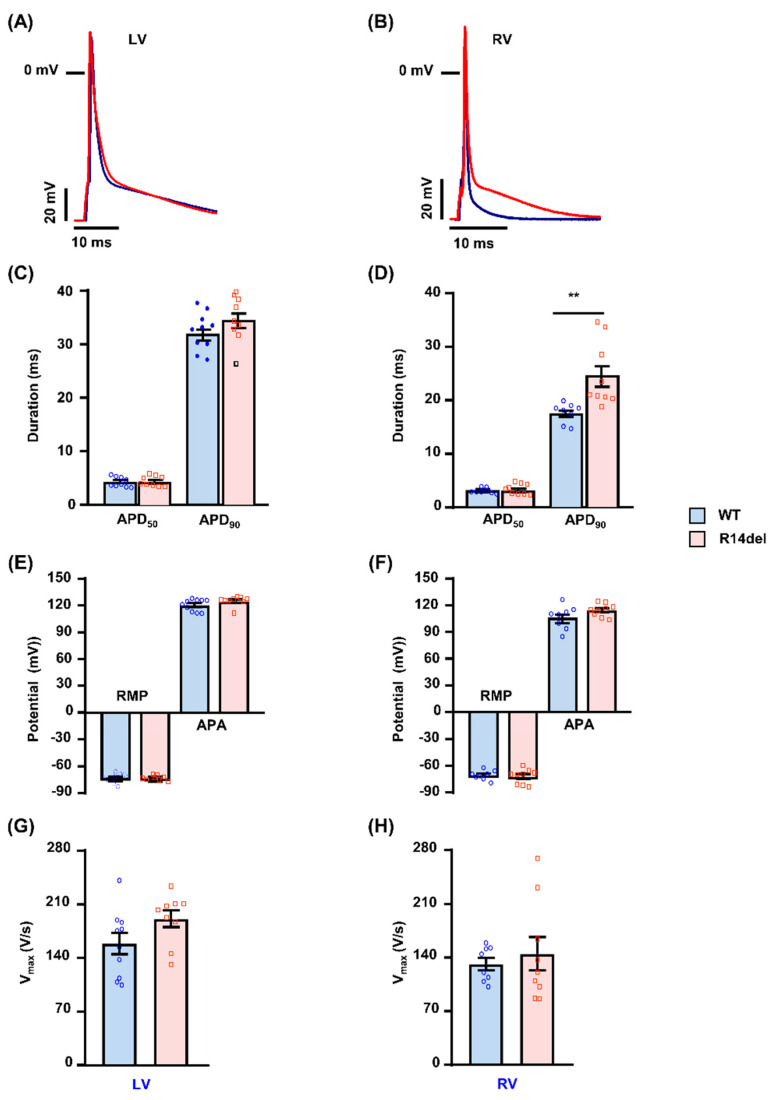
Action potential (AP) characteristics in cardiomyocytes from WT-PLN and R14del-PLN mice. APs were recorded in isolated LV and RV myocytes under basal conditions using whole-cell patch clamp recording under current clamp mode at room temperature. (**A**,**B**) Representative traces of action potential (AP) measured at 1 Hz. (**C**,**D**) Average AP duration (APD) at APD 50 and APD 90 repolarization. (**E**,**F**) Average resting membrane potential (RMP) and AP amplitude (APA). (**G**,**H**) Average maximal upstroke velocity (Vmax). n = 8 cells for LV and n = 10 cells for RV of WT (N = 3 hearts) and n = 9 cells for LV and n = 9 cells for RV of R14del-PLN (N = 3 hearts). Data are expressed as mean ± SEM of the total number of cells/group and statistical analyses were performed by Student’s unpaired *t*-test. ** *p* ≤ 0.001 vs. WT-PLN.

**Figure 4:**
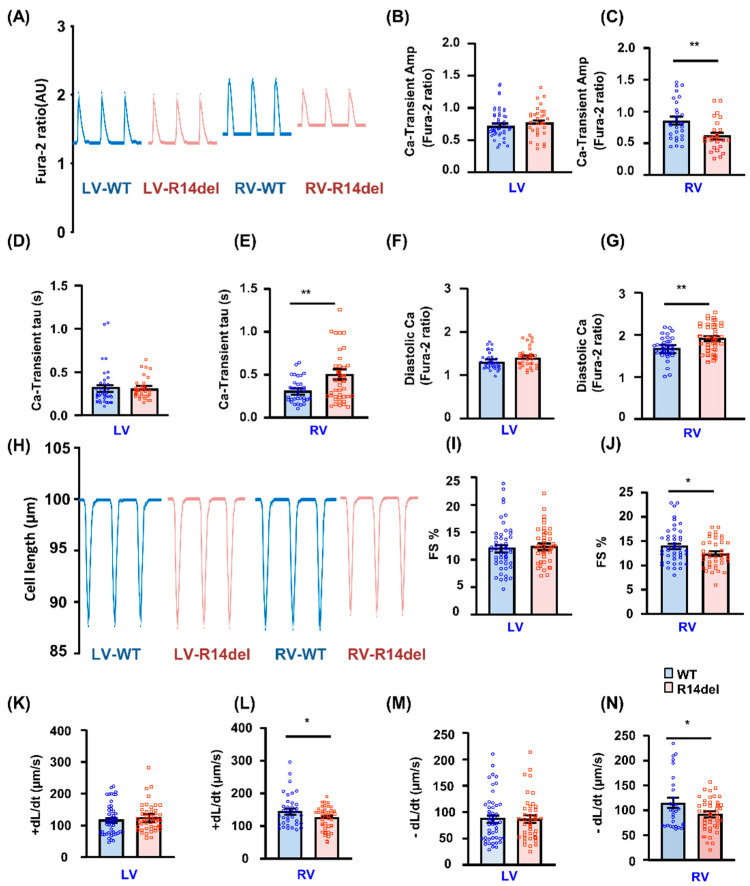
Ca-kinetic and contractile parameters in isolated cardiomyocytes. (**A**) Representative traces of Ca-transients; (**B**,**C**) Ca transient amplitude, indicated by fura-2 ratio (340:380 nm). (**D**,**E**) The relaxation time constant (Tau) of the Ca-transient decay. (**F**,**G**) Intracellular diastolic Ca levels in LV and RV myocytes. N = 36 LV and 35 RV cells for WT (N = 4 hearts); n = 34 LV and 41 RV cells for R14del-PLN (N = 4 hearts). (**H**) Representative cell shortening traces. (**I**–**N**) Contractile parameters: Fractional shortening (FS%) and maximum rates of contraction (+dL/dt) and re-lengthening (−dL/dt) in LV and RV myocytes at 0.5 Hz. N = 43 LV and 50 RV cells for WT (N = 4 hearts); n = 40 LV and 43 RV cells for R14del-PLN (N = 4 hearts. Data are expressed as mean ± SEM for the number of cells, and statistical analyses were performed by Student’s unpaired *t*-test. * *p* ≤ 0.05 vs. WT-PLN; ** *p* ≤ 0.001 vs. WT-PLN.

**Figure 5:**
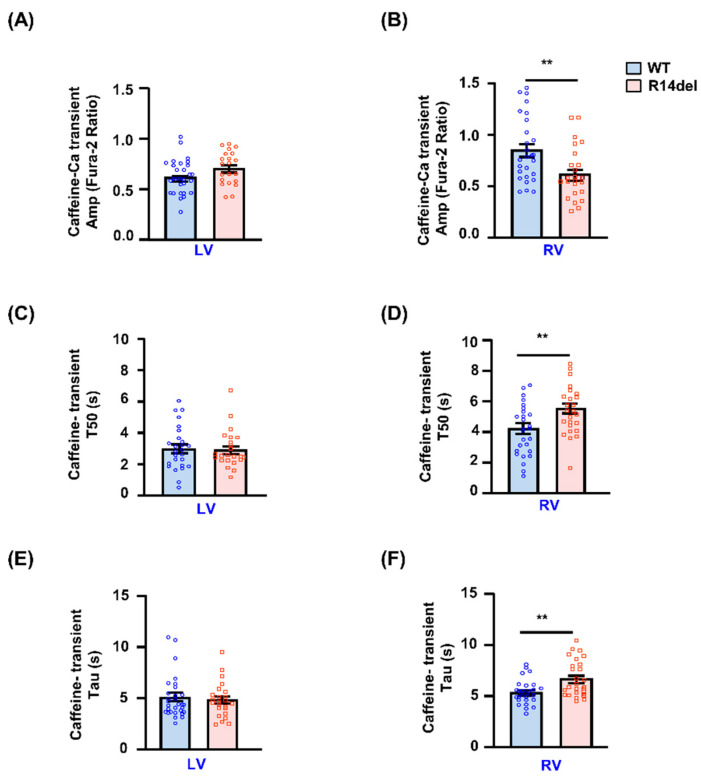
Sarcoplasmic reticulum Ca-load and NCX activity. SR Ca load and NCX function were assessed under caffeine (20 mM/L) application. Caffeine transients were measured in LV and RV cardiomyocytes loaded with the Fura-2 AM fluorescence indicator (2 µM). (**A**,**B**) Amplitude of caffeine-induced Ca transients showing SR Ca load in LV and RV myocytes, as indicated by the fura-2 ratio (340:380 nm). (**C**,**D**) T50: the time constant for 50% decay of the caffeine-induced Ca transient. (**E**,**F**) Tau of caffeine-induced Ca transient decay. n = 27 LV and 28 RV cells for WT (N = 3 hearts); n = 27 LV and 29 RV cells for R14del-PLN (N = 4 hearts). Data are expressed as mean ± SEM for the number of cells, and statistical analyses were performed by Student’s unpaired *t*-test. ** *p* ≤ 0.001 vs. WT-PLN.

**Figure 6:**
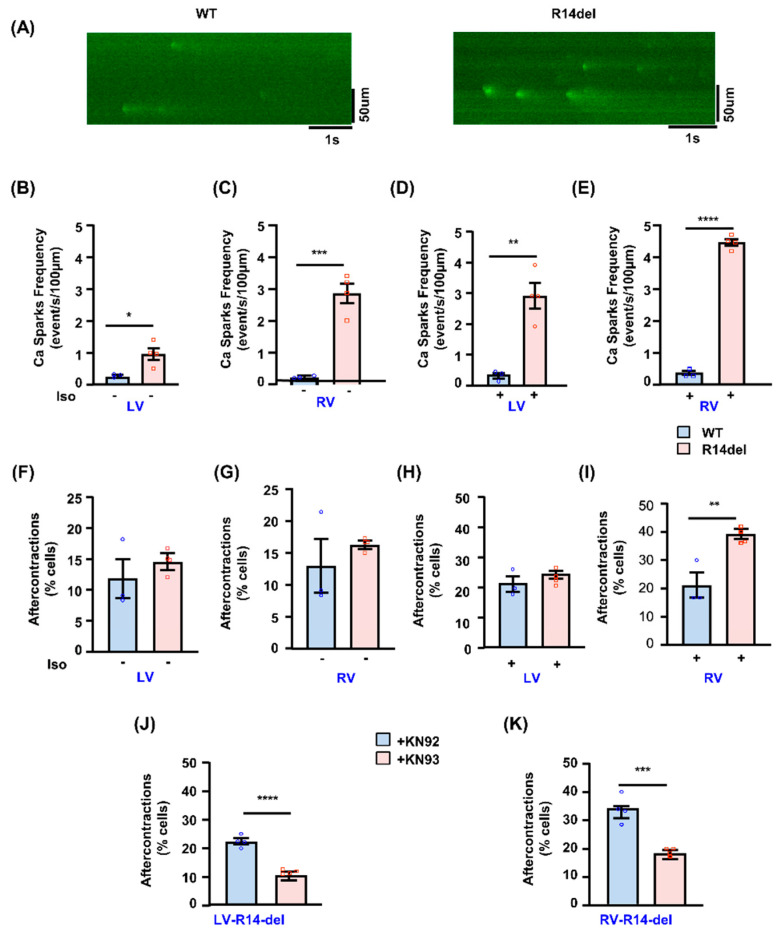
Ca sparks and aftercontractions in R14de-PLN cardiomyocytes. Ca spark characteristics in isolated LV and RV myocytes. (**A**) Representative line-scan images of Ca sparks in RV myocytes in the presence of 100 nmol/L isoproterenol. (**B**,**C**) Mean data of Ca spark frequency under basal conditions. (**D**,**E**) Mean data of Ca spark frequency in presence of 100 nmol/L isoproterenol (Iso). n = 30 LV and 30 RV cells for WT (N = 3 hearts); n = 30 LV and 30 RV cells for R14del-PLN (N = 4 hearts). (**F**–**I**) Aftercontractions were assessed in LV and RV myocytes under field stimulation of 2 Hz and in the absence (**F**,**G**) or presence (**H**,**I**) of 1 μmol/L isoproterenol. n = 49 LV and 52 cells RV cells for WT (N = 3 hearts); n = 65 LV and 58 RV cells for R14del-PLN (N = 4 hearts). (**J**,**K**) Assessment of aftercontractions in presence of CaMKII inhibitor KN93 (1 µmol/L) or its analog KN92 (1 µmol/L) as control. n = 57 LV and 54 RV cells for WT (N = 4 hearts and n = 54 LV and 63 RV cells for R14del-PLN (N = 4 hearts). Data are expressed as mean ± SEM, and statistical analyses were performed by Student’s unpaired *t*-test. * *p* ≤ 0.05 vs. WT-PLN; ** *p* ≤ 0.001 vs. WT-PLN; *** *p* ≤0.0001 vs. KN92; **** *p* ≤ 0.00001 vs. KN92.

**Figure 7:**
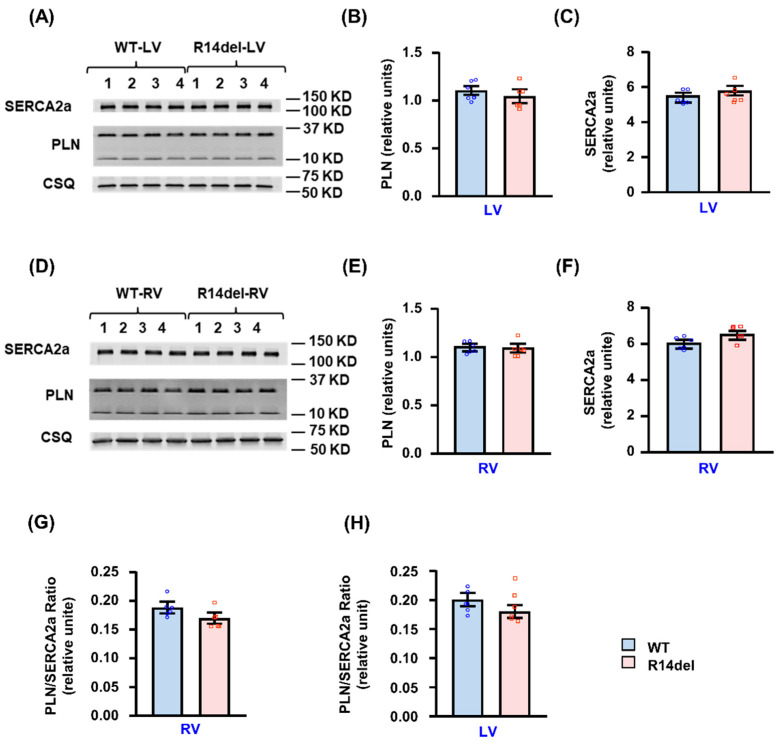
Assessment of PLN levels in LV and RV. (**A**) Representative immunoblots of PLN and SERCA2a protein levels in LV from WT-PLN and R14del-PLN. (**B**) Quantitative assessment of PLN protein levels in LV. (**C**) Quantitative assessment of SERCA2a protein levels in LV. Calsequestrin (CSQ) was used as a loading control. N = 6 LV samples from WT and N = 6 LV samples from R14del-PLN mice. (**D**) Representative immunoblots of PLN and SERCA2a protein levels in RV from WT-PLN and R14del-PLN. (**E**) Quantitative assessment of PLN protein levels in RV. (**F**) Quantitative assessment of SERCA2a protein levels in RV. Calsequestrin (CSQ) was used as a loading control. N = 6 RV samples from WT and N = 6 RV samples from R14del-PLN mice. (**G**,**H**) The PLN/SERCA2a ratio in RV and LV samples. Twelve- to fourteen-week-old male mice were used. Data are expressed as mean ± SEM for the number of hearts and statistical analyses were performed by two-tailed unpaired *t*-test. A *p*-value of <0.05 was considered statistically significant.

**Figure 8:**
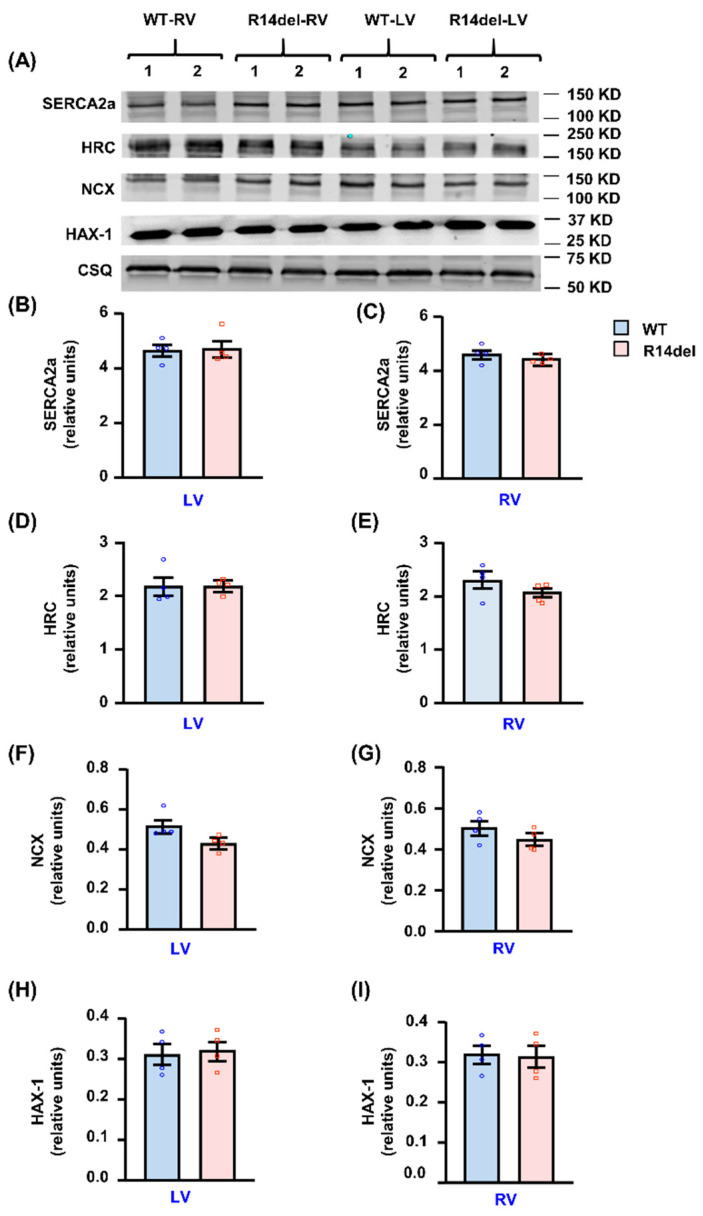
Assessment of SR calcium cycling protein levels in RV and LV of WT and R14del-PLN mice. (**A**) Representative immunoblots of Ca cycling protein levels in WT and R14del ventricles. (**B**,**C**) Quantitative assessment of SERCA2a protein levels. (**D**,**E**) Quantitative assessment of HRC protein levels. (**F**,**G**) Quantitative assessment of NCX protein levels. (**H**,**I**) Quantitative assessment of HAX-1 protein levels. Calsequestrin (CSQ) was used as a loading control. N = 4 RV and LV samples from WT and N = 4 RV and LV samples from R14del-PLN mice. Twelve- to fourteen-week-old male mice were used. Data are expressed as mean ± SEM for the number of hearts and statistical analyses were performed by two-tailed unpaired *t*-test. A *p*-value of <0.05 was considered statistically significant.

**Figure 9:**
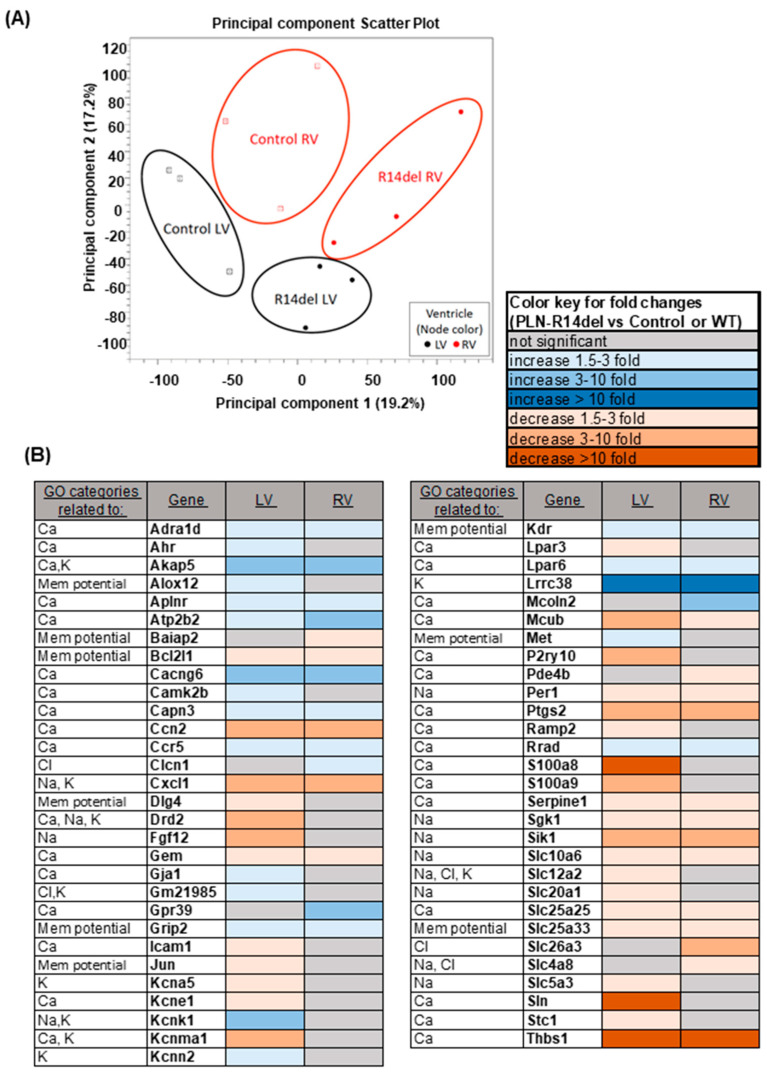
Identification of R14del-PLN Mutation Changes in Electrophysiological and Ca Cycling Transcript Levels. (**A**) The principal component analysis is based on normalized expression values for RNA seq data for the RV and LV of R14-PLN and Control or WT-PLN mice (N = 3). (**B**) Significantly changed Gene Ontology categories (*p* ≤ 0.05) related to membrane potential and ion homeostasis changes, based on the analysis of the significantly changed genes (FDR-corrected *p*-value ≤ 0.05 and fold ≥ |1.5|) detected between PLN-R14del LV and WT (Control) LV, or PLN-R14del RV and WT (Control) RV. The table includes the gene symbol and level of fold change in the LV and RV, based on the provided color key.

**Table 1:** Cardiac electrocardiographic assessment in WT-PLN and R14del-PLN mice under in vivo stress conditions.

	WT-PLN	R14del-PLN
Heart rate (bpm)	498 ± 28	483 ± 15
PR interval (ms)	41.6 ± 1.7	50.3 ± 1.9 *
QRS interval (ms)	9.6 ± 0.2	10.8 ± 0.3 *
Peak QRS voltage (mV)	1.53 ± 0.05	0.42 ± 0.09 **
JT interval (ms)	12.2 ± 2.3	49.2 ± 2.2 **
QT interval (ms)	21.8 ± 2.2	60.0 ± 2.5 **
QTc interval (ms)	19.7 ± 1.6	53.7 ± 1.9 **
R wave amplitude (mV)	1.29 ± 0.09	0.86 ± 0.09 *

Mice were anesthetized and monitored by surface ECG recordings after caffeine (120 mg/KG) and epinephrine (2 mg/Kg) application. Data are expressed as mean ± SEM for number of mice (N = 4 WT and 3 R14del-PLN). Statistical analyses were performed by unpaired *t*-test. * *p* ≤ 0.05 vs. WT-PLN, ** *p* ≤ 0.001 vs. WT-PLN.

**Table 2:** ECG characteristics of pre-symptomatic and symptomatic R14del-PLN mutation carriers and their age and sex-matched controls.

	Human		
	Controls	Pre-Symptomatic R14del-PLN	Symptomatic R14del-PLN
N	272	15	53
Age, years	48 ± 0.8	46 ± 3.3	48 ± 1.7
Heart rate, bpm	71 ± 0.9	62 ± 3.5 *	74 ± 2.5
PR interval, ms	153 ± 1.3	162 ± 7.6	180 ± 7.1 **
QRS interval, ms	95 ± 1.0	89 ± 2.2 *	98 ± 3.5 *
Peak QRS voltage, mV	1.1 ± 0.02	0.7 ± 0.08 **	0.6 ± 0.04 **
QT interval, ms	387 ± 1.9	419 ± 11.9 **	398 ± 6.5 *
QTc interval, ms	418 ± 1.6	417 ± 5.5	433 ± 6.0 **
R wave amplitude, mV	1.0 ± 0.02	0.6 ± 0.07 **	0.4 ± 0.04 **

For every patient, four controls were sampled from the same UMCU ECG database using propensity score matching for age and sex. Asymptomatic R14del-PLNpatients had no cardiac symptoms, no history of (non-)sustained ventricular tachycardia, premature ventricular complex burden of <500 beats per 24 h and left ventricular ejection fraction >45%. Asymptomatic patients who became symptomatic later were categorized as pre-symptomatic. Only ECGs of pre-symptomatic (n = 15) and symptomatic patients (n = 53) were analyzed. Data are expressed as mean ± SEM for the number of human subjects. Statistical analyses were performed by one-way ANOVA. * *p* ≤ 0.05, ** *p* ≤ 0.001.

## Data Availability

All RNA-seq data are available in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) (GSE173684).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/jpm11060502/s1, Figure S1: Iso-stimulated contractile parameters; Figure S2: Assessment of PLN and SERCA2a co-localization in isolated ventricular myocytes of WT and R14del-PLN mouse hearts using immunofluorescence staining and confocal microscopy; Figure S3: ER and UPR gene alterations; Figure S4: Apoptosis gene alterations.

# Supplementary material for: Impaired Right Ventricular Calcium Cycling Is an Early Risk Factor in R14del-Phospholamban Arrhythmias
**Source:** J Pers Med. 2021 Jun 3;11(6):502. doi: 10.3390/jpm11060502
**Supplement:** Supplementary file 1

## Slide 1
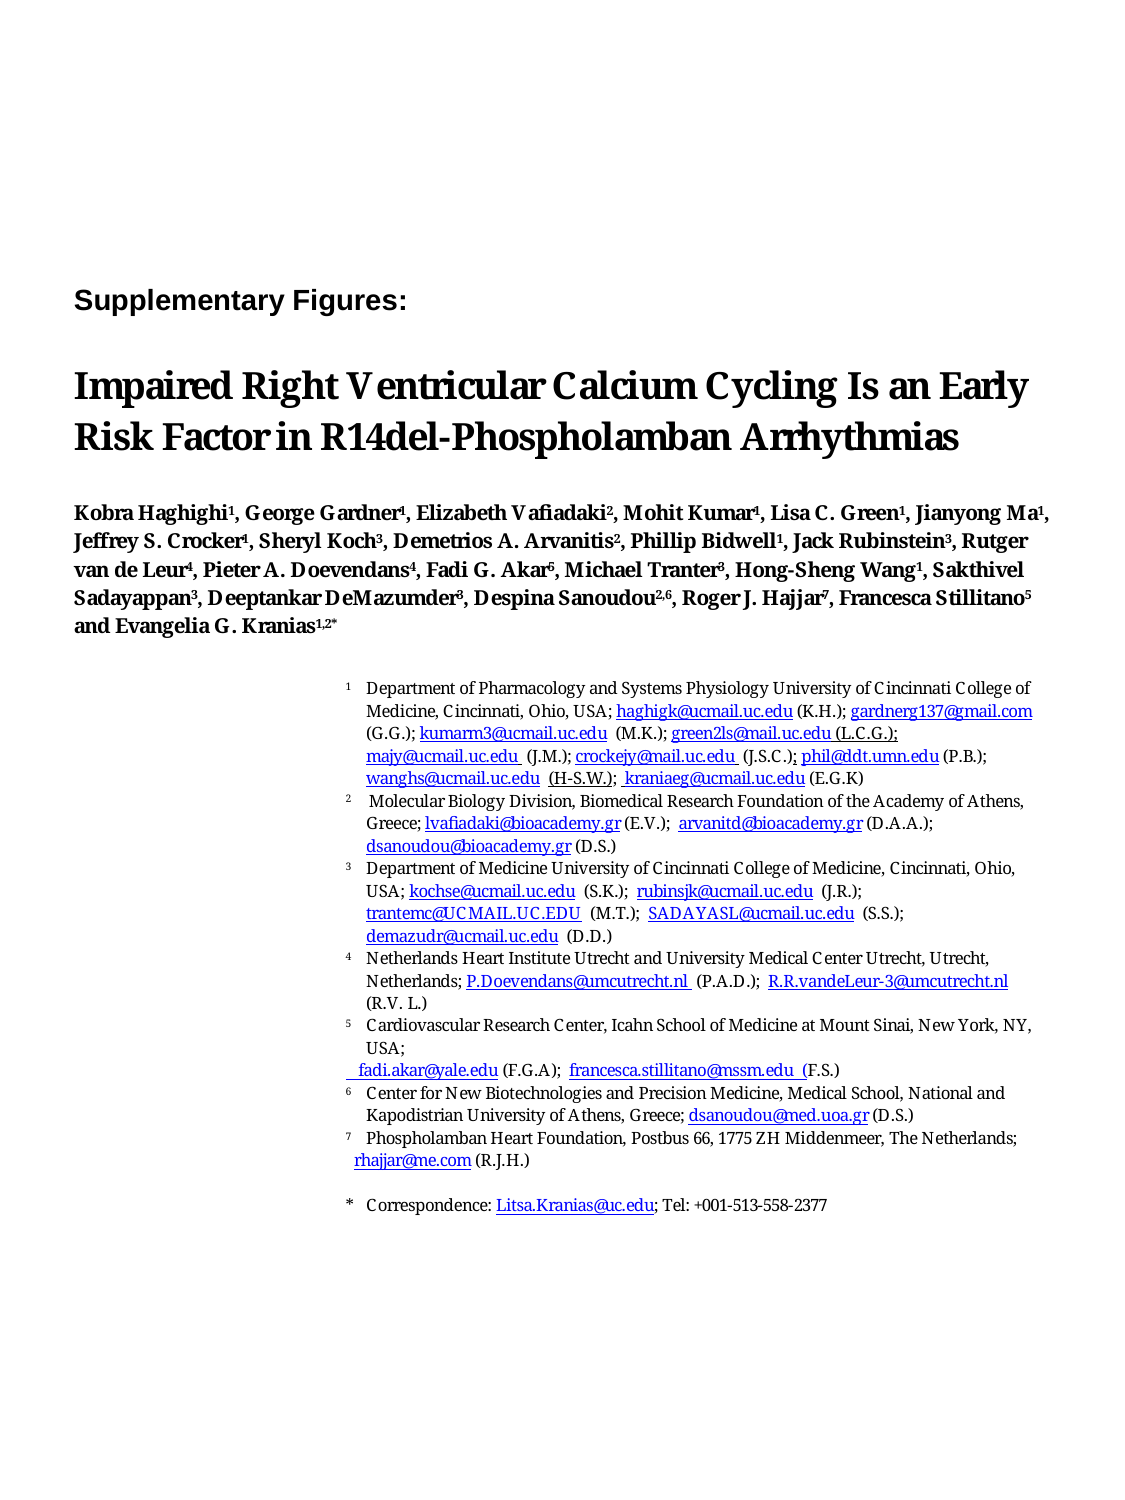

## Slide 2
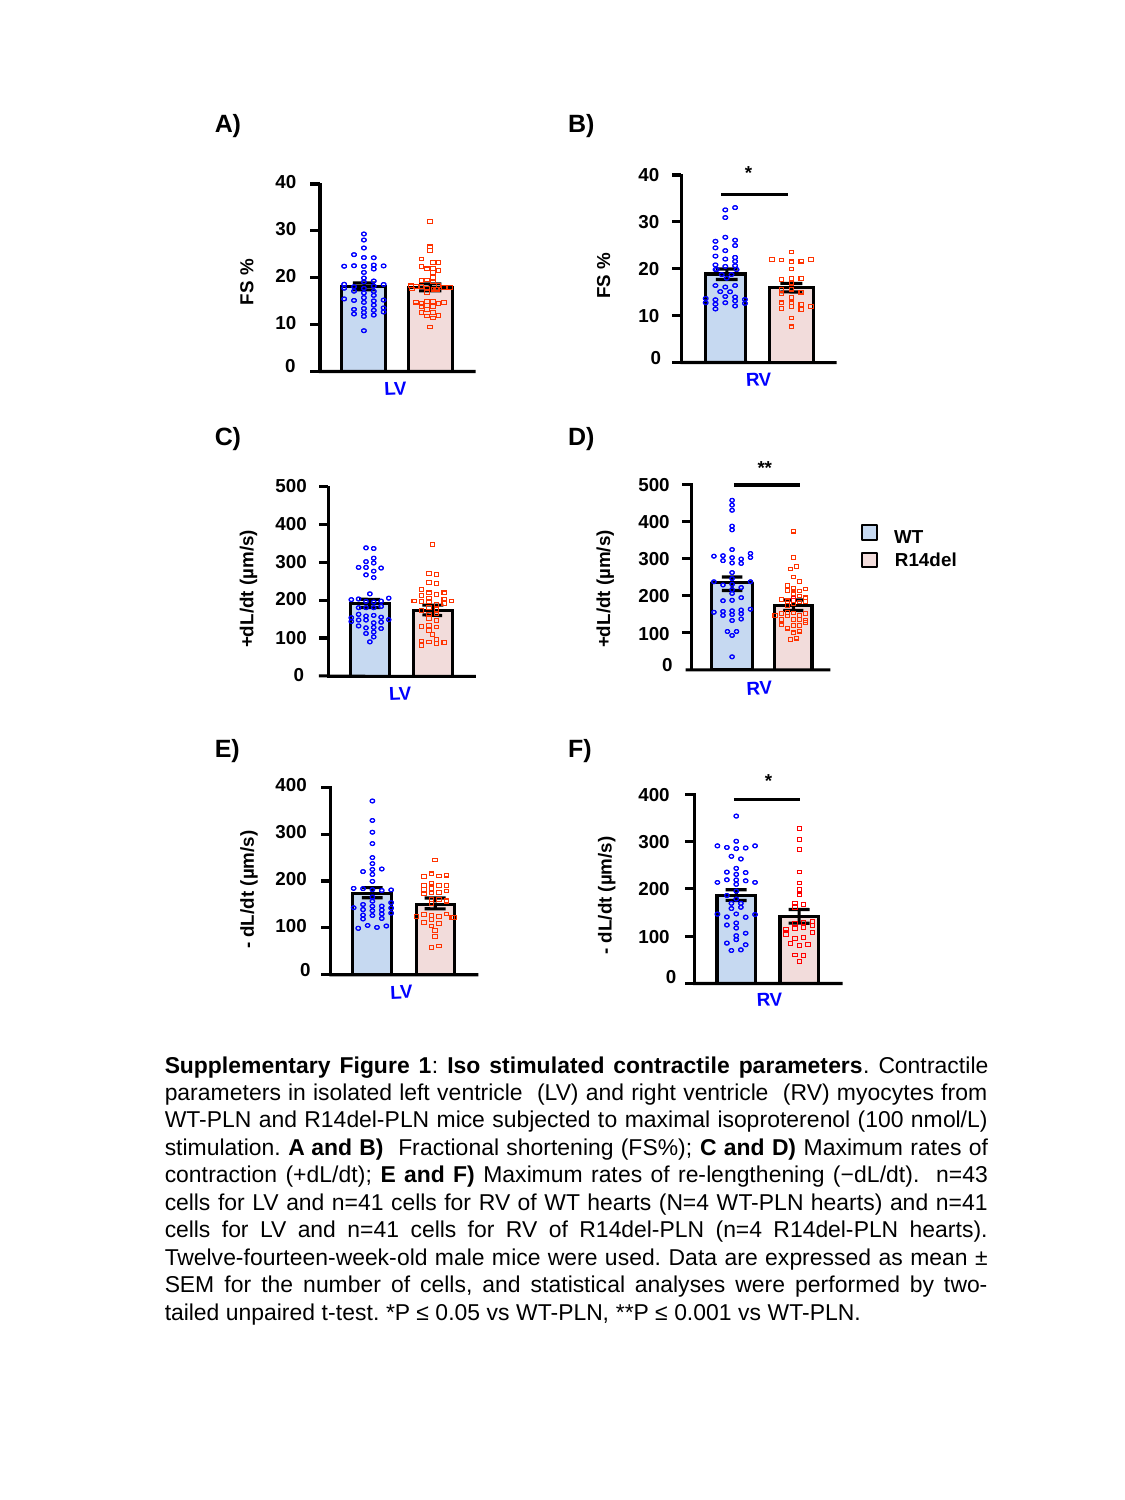

A)
B)
*
40
30
FS %
20
10
0
40
30
FS %
20
10
0
RV
LV
C)
D)
**
500
400
300
+dL/dt (µm/s)
200
100
0
500
400
300
+dL/dt (µm/s)
200
100
0
WT
R14del
RV
LV
E)
F)
*
400
300
- dL/dt (µm/s)
200
100
0
400
300
- dL/dt (µm/s)
200
100
0
LV
RV
Supplementary Figure 1: Iso stimulated contractile parameters. Contractile parameters in isolated left ventricle (LV) and right ventricle (RV) myocytes from WT-PLN and R14del-PLN mice subjected to maximal isoproterenol (100 nmol/L) stimulation. A and B) Fractional shortening (FS%); C and D) Maximum rates of contraction (+dL/dt); E and F) Maximum rates of re-lengthening (−dL/dt). n=43 cells for LV and n=41 cells for RV of WT hearts (N=4 WT-PLN hearts) and n=41 cells for LV and n=41 cells for RV of R14del-PLN (n=4 R14del-PLN hearts). Twelve-fourteen-week-old male mice were used. Data are expressed as mean ± SEM for the number of cells, and statistical analyses were performed by two-tailed unpaired t-test. *P ≤ 0.05 vs WT-PLN, **P ≤ 0.001 vs WT-PLN.

## Slide 3
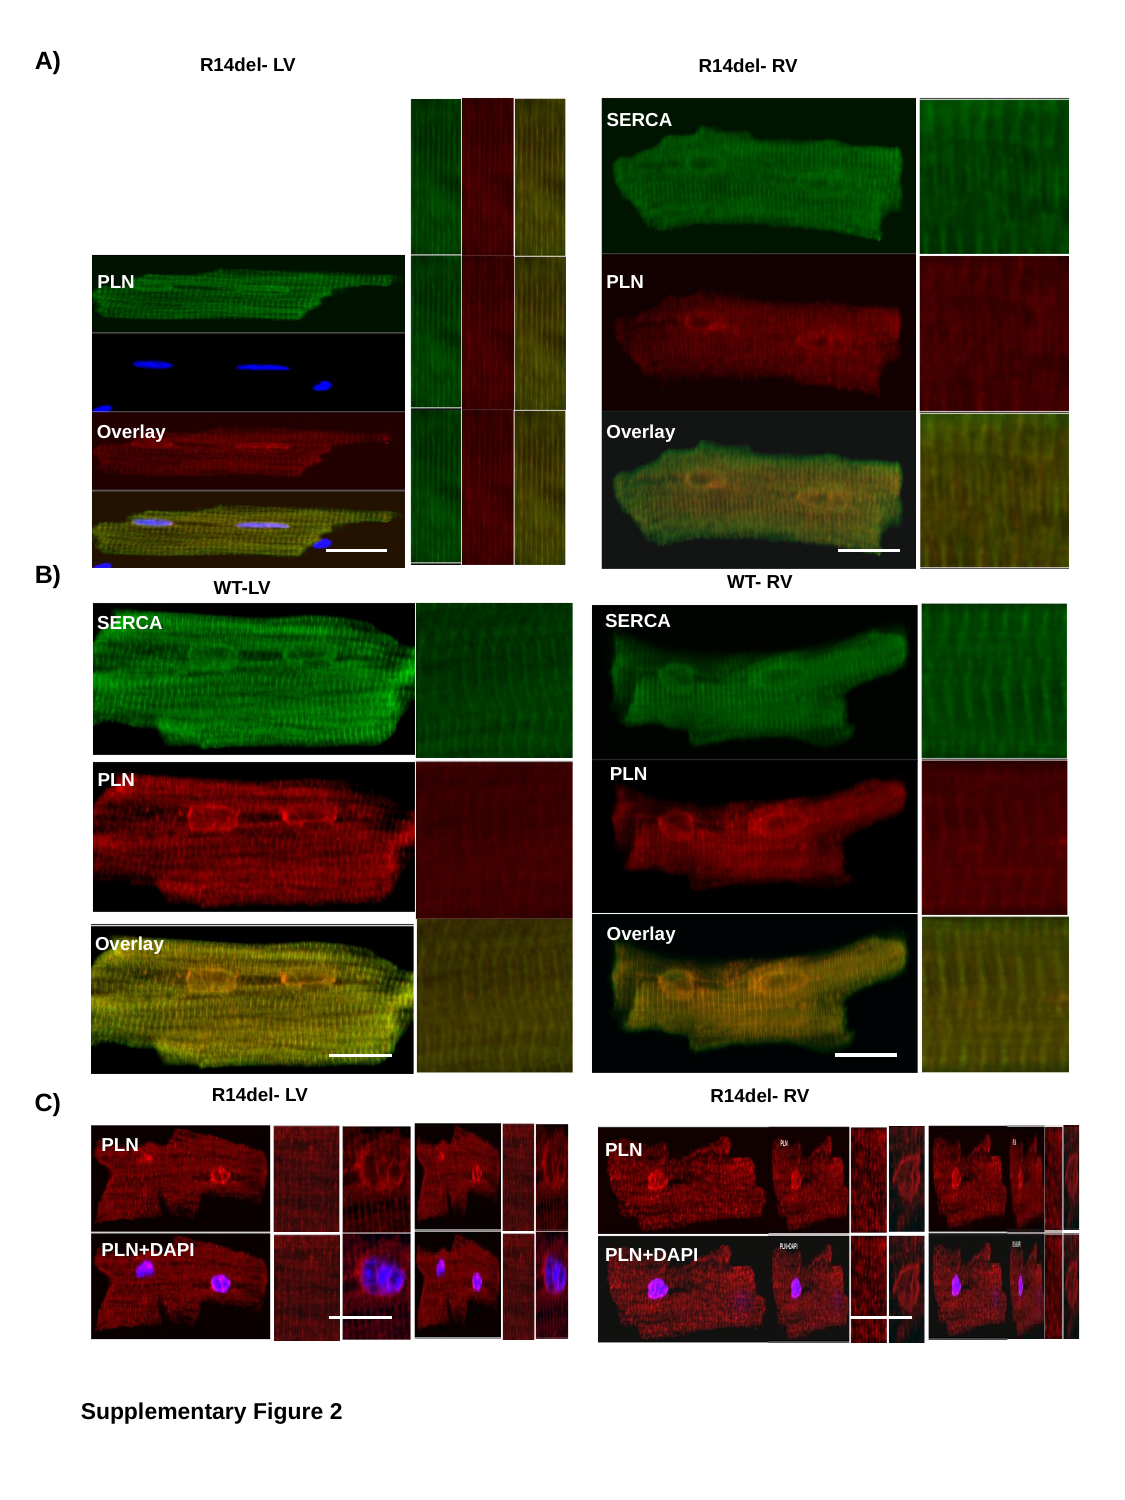

A)
R14del- LV
R14del- RV
WT-LV
SERCA
PLN
Overlay
SERCA
PLN
Overlay
PLN
PLN+DAPI
PLN
PLN+DAPI
SERCA
SERCA
PLN
PLN
Overlay
Overlay
 B)
WT- RV
R14del- LV
R14del- RV
 C)
Supplementary Figure 2

## Slide 4
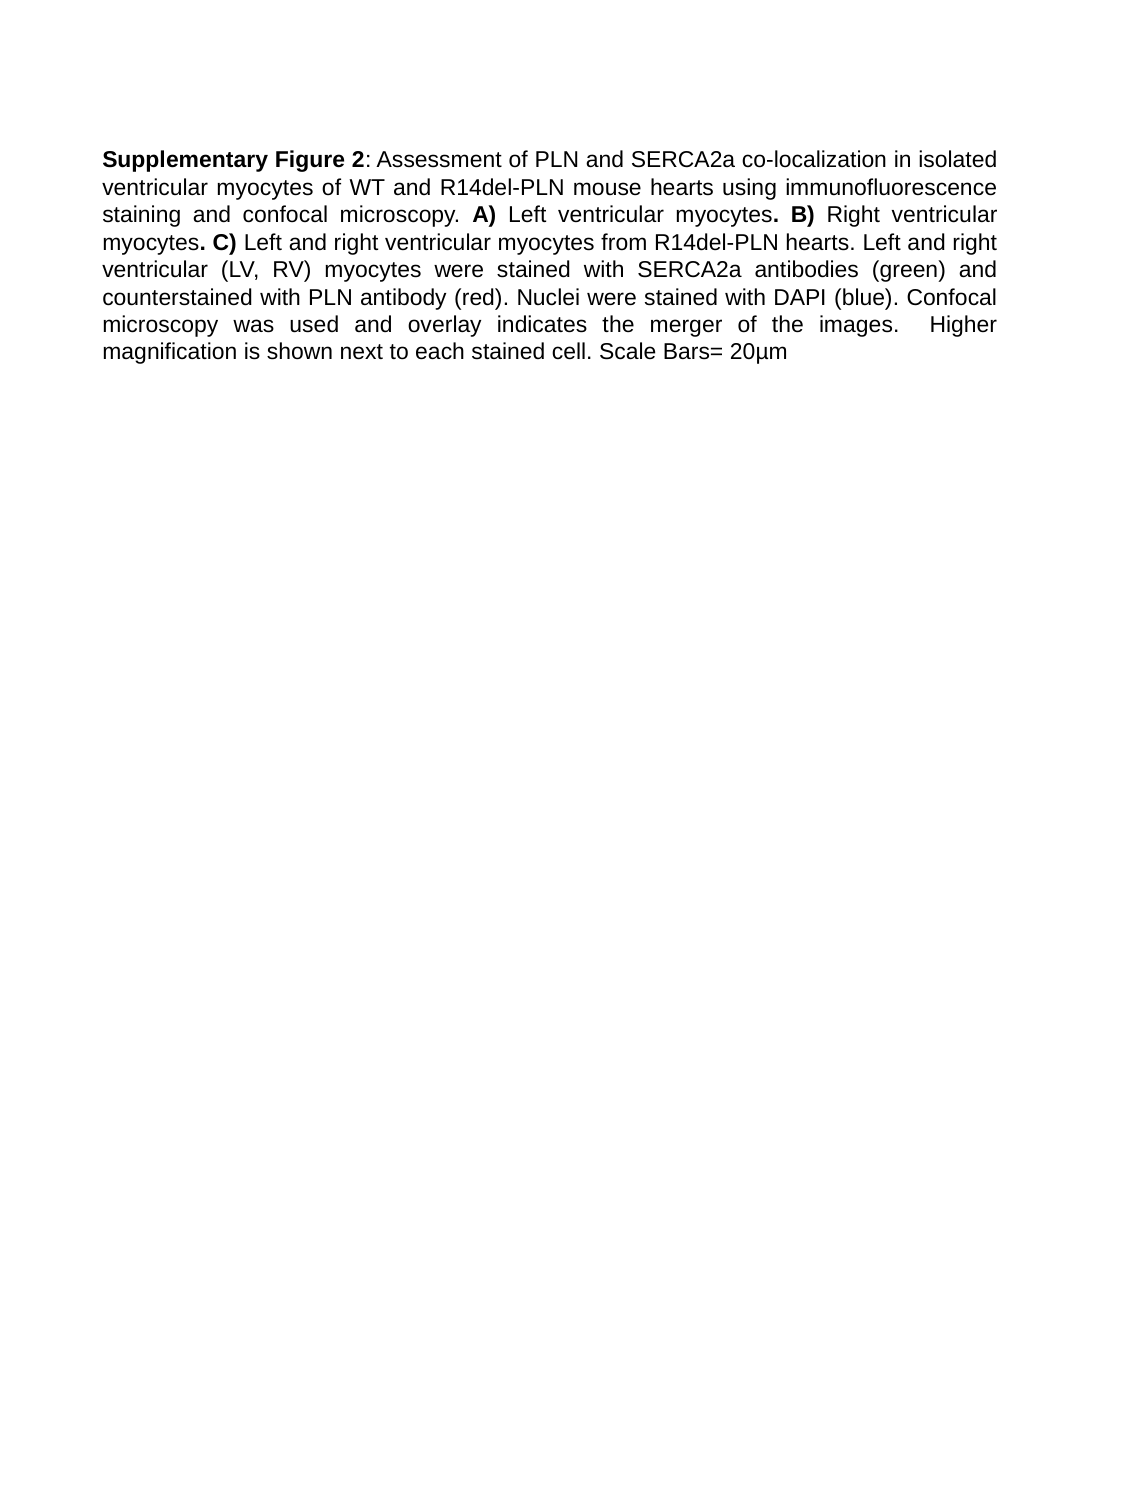

Supplementary Figure 2: Assessment of PLN and SERCA2a co-localization in isolated ventricular myocytes of WT and R14del-PLN mouse hearts using immunofluorescence staining and confocal microscopy. A) Left ventricular myocytes. B) Right ventricular myocytes. C) Left and right ventricular myocytes from R14del-PLN hearts. Left and right ventricular (LV, RV) myocytes were stained with SERCA2a antibodies (green) and counterstained with PLN antibody (red). Nuclei were stained with DAPI (blue). Confocal microscopy was used and overlay indicates the merger of the images. Higher magnification is shown next to each stained cell. Scale Bars= 20µm

## Slide 5
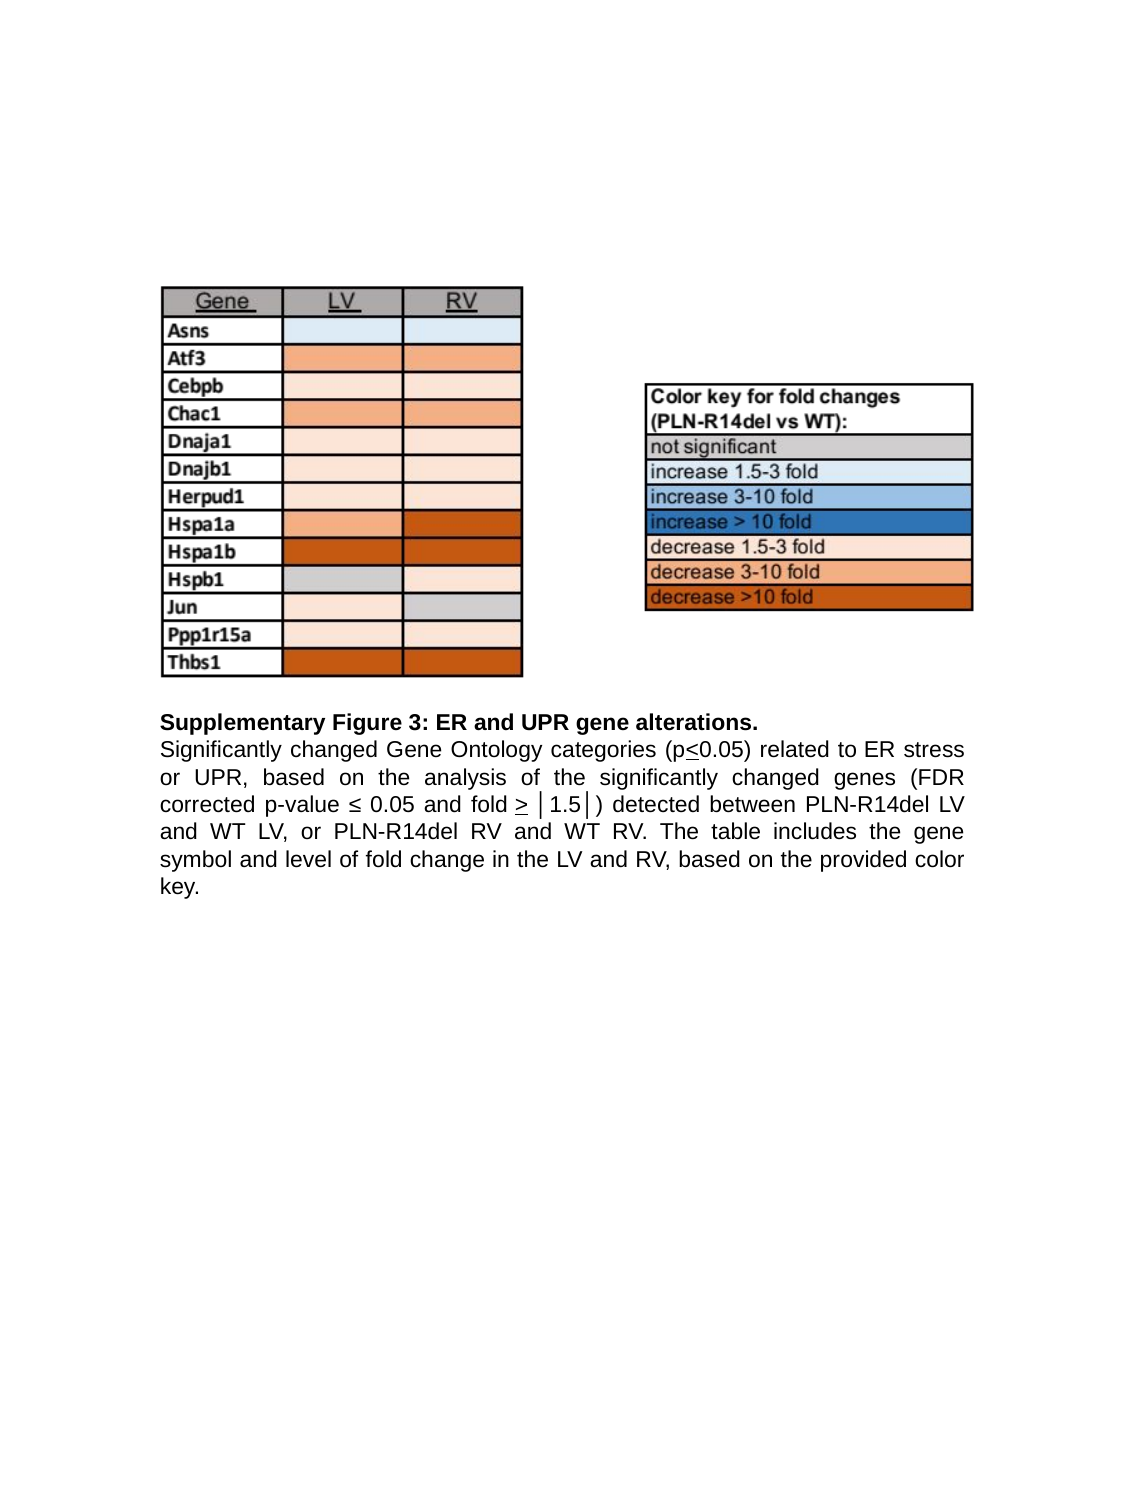

Supplementary Figure 3: ER and UPR gene alterations.
Significantly changed Gene Ontology categories (p<0.05) related to ER stress or UPR, based on the analysis of the significantly changed genes (FDR corrected p-value ≤ 0.05 and fold > │1.5│) detected between PLN-R14del LV and WT LV, or PLN-R14del RV and WT RV. The table includes the gene symbol and level of fold change in the LV and RV, based on the provided color key.

## Slide 6
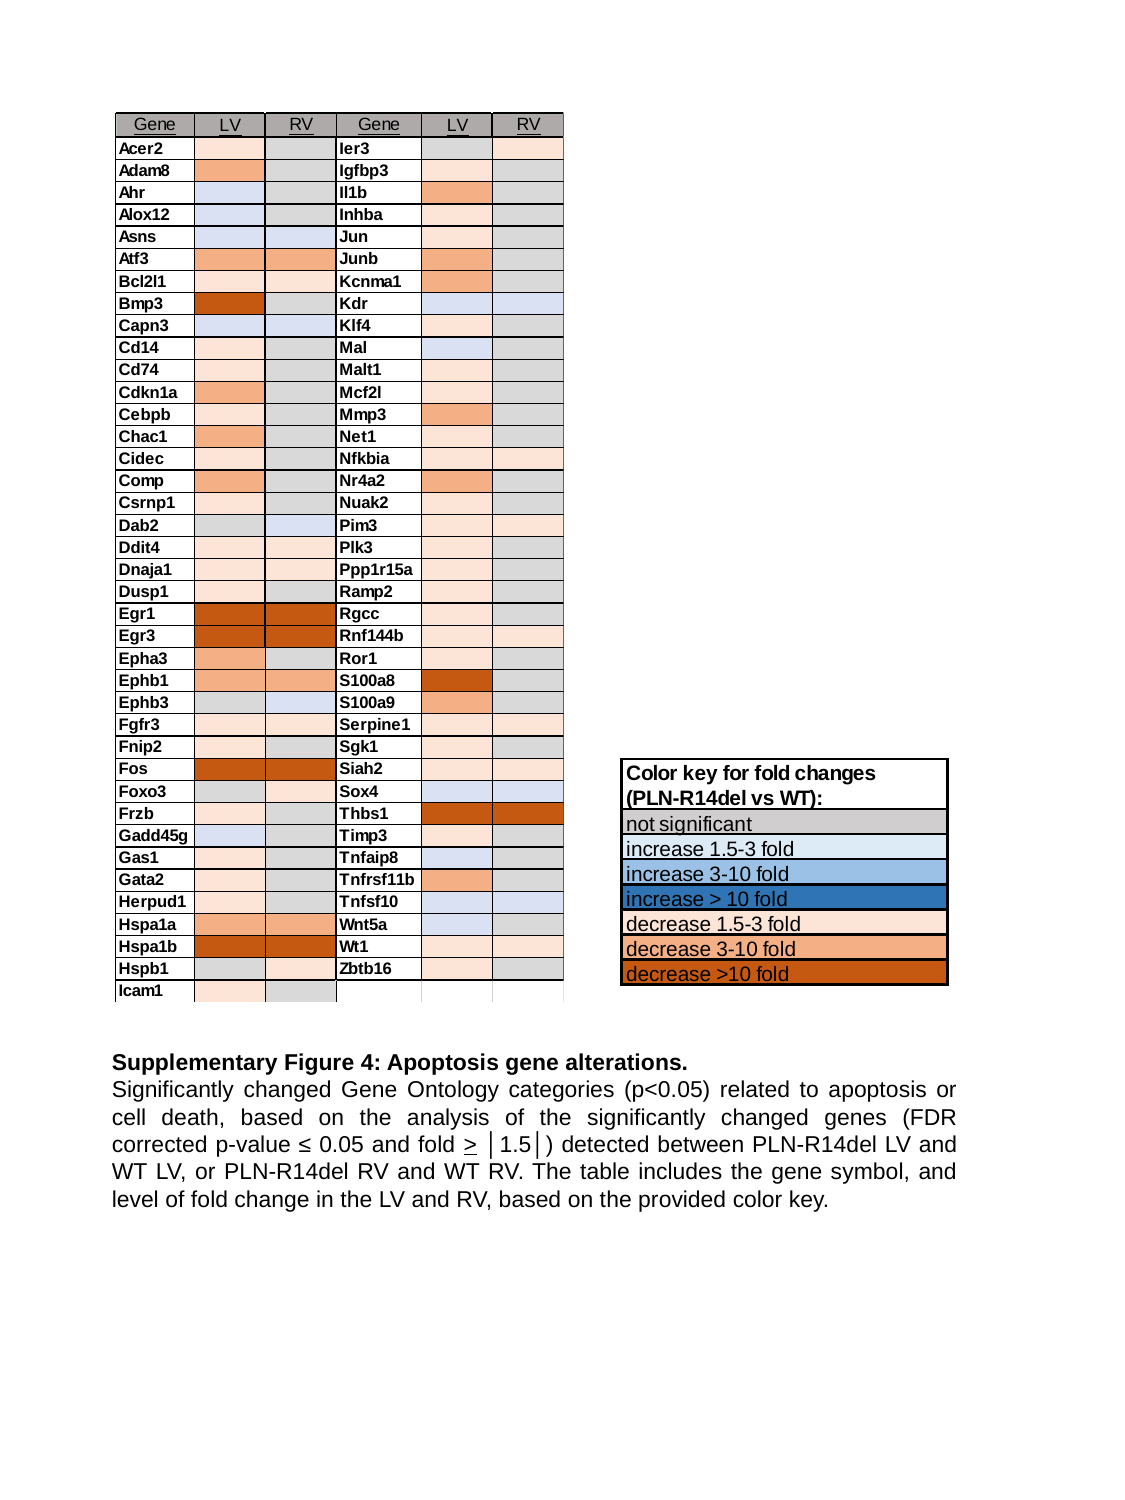

C
o
l
o
r
k
e
y
f
o
r
f
o
l
d
c
h
a
n
g
e
s
(
P
L
N
-
R
1
4
d
e
l
v
s
W
T
)
:
n
o
t
s
i
g
n
i
f
i
c
a
n
t
i
n
c
r
e
a
s
e
1
.
5
-
3
f
o
l
d
i
n
c
r
e
a
s
e
3
-
1
0
f
o
l
d
i
n
c
r
e
a
s
e
>
1
0
f
o
l
d
d
e
c
r
e
a
s
e
1
.
5
-
3
f
o
l
d
d
e
c
r
e
a
s
e
3
-
1
0
f
o
l
d
d
e
c
r
e
a
s
e
>
1
0
f
o
l
d
Supplementary Figure 4: Apoptosis gene alterations.
Significantly changed Gene Ontology categories (p<0.05) related to apoptosis or cell death, based on the analysis of the significantly changed genes (FDR corrected p-value ≤ 0.05 and fold > │1.5│) detected between PLN-R14del LV and WT LV, or PLN-R14del RV and WT RV. The table includes the gene symbol, and level of fold change in the LV and RV, based on the provided color key.

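The table sorts each gene by the size of its fold change in LV and RV, in classes that start at the threshold of 1.5, with a separate colour for genes that did not change significantly. It holds 77 genes, 72 shown as changed in LV and 28 in RV. Of these, 64 genes in LV and 28 in RV had a mean of at least 0.5 TPM, and all 92 had a log2 fold change with the sign shown. The median log2 fold change of the genes shown as lower was -0.90 in LV and -1.05 in RV. With limma and Benjamini-Hochberg adjustment over 12526 genes, 14 were called in LV and 4 in RV. At an unadjusted p of 0.05, 57 passed in LV and 21 in RV. The genes called in LV included Rgcc (log2 fold change -1.40, limma adjusted p = 1.37e-04), Zbtb16 (log2 fold change -1.30, limma adjusted p = 0.00553) and Cdkn1a (log2 fold change -1.57, limma adjusted p = 0.0198). In RV the called genes included Bcl2l1, Ddit4 and Nfkbia.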

How the deposited data were processed for this re-analysis (not part of the article)

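RNA sequencing of polyA stranded libraries was available for 12 mouse heart samples, 3 each from the LV and RV of WT-PLN mice and the LV and RV of R14del-PLN mice, which the paper gives as 12 to 14 weeks old. The deposited values are in TPM (length-scaled transcript abundances made by the authors), and they were used as deposited. The values of each sample sum to 1000000, so they hold no record of sequencing depth. No counting error, detection floor or interval for depth could therefore be given, and a value of 0 is described as listed at 0. The paper names CLC Genomics Workbench for mapping to GRCm38 and for its tests. The program and annotation behind the deposited values, and whether reads were counted by strand, are not stated.

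Genotype, ventricle and replicate number were taken from the sample labels, and mutant samples labelled as knock-out were read as R14del-PLN. Samples of LV and RV with one number were treated as independent in the model, since the labels do not state that they come from one mouse. As a check, each gene's deviations from its group means were correlated between samples. Between the LV and RV samples with one number, the mean correlation was 0.478 in WT-PLN and 0.224 in R14del-PLN hearts, against -0.239 and -0.109 for other numbers. The replicate number was also tried as a block, both fixed and random, and the consensus correlation of the random block was 0.0885.

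Differential expression was tested with limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend, 8 residual and 5.15 prior degrees of freedom) on log2(TPM + 1). Of the genes listed, 22948 were above 0 in at least 1 sample and 12526 had a mean of at least 0.5 TPM and were tested. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. Each ventricle was compared between genotypes, and the difference between the ventricles was tested as an interaction. Gene lists were tested with limma's camera test with an inter-gene correlation of 0.01. Exact permutation tests enumerated all divisions of 3 samples against 3, where the smallest two-sided p is 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps, statmod 1.5.0 for the random block and BLAST 2.17.0 for near-identical copies, counted at 95% identity or more over at least 80% of the shorter transcript. Of the 12526 tested genes, 99.2% matched the GRCm38 annotation.

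The model was tested on simulated data of the same size with known changes. It found 371 of 400 changed genes in LV, 175 of 200 in RV and 145 of 200 with an interaction, and it called 11, 10 and 10 unchanged genes. With no changes added, it called 0 genes in LV and 1 in RV. Shifted lists of 20 genes were found, and 0 of 50 random lists had a p under 0.05. The simulated genes and samples were drawn independently. The simulation therefore cannot show how the camera test behaves for lists whose genes vary together, or for LV and RV samples of one mouse. In the real data, other splits of the LV samples gave a camera p as small as 1.54e-09 for atrial genes.

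Genes were named by a rule: each gene that the results text of the paper names (some genes are not reported here), Pln and Atp2a2, the 5 genes with the largest log2 fold change among those called in both ventricles in the same direction with groups that do not overlap, and the 5 genes with the smallest interaction p. The genes in the paper's figures were counted, and single ones were named where the call or direction differs. Gbp2b, Gm9855, Tsc22d3, Fkbp5, Rpl29, Rpl17-ps5 and Gm8210 lie outside the rule and were chosen after their values were seen. Marker lists were tested as lists, without genes that the paper names. The lists of clock genes by phase and of genes that escape X inactivation were added after values were seen.

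The rule, the groups, the tests and most alternatives were set before the data were examined. The alternatives were pseudocounts of 0.5 and 0.1, filters at a mean of 1 and 5 TPM and no filter, the 6 samples of a ventricle alone, no intensity trend, quantile normalization, upper quartile scaling, removal of mitochondrially encoded genes, other fold thresholds, the replicate blocks, and each sample left out in turn. For principal components, unscaled genes and the 500 genes with the largest variance were also tried. After the values were seen, 2 alternatives were added: removal of both WT-PLN replicate 1 samples, and removal of mitochondrially encoded genes with their nuclear copies. The enrichment of Gene Ontology categories, protein levels, quantitative PCR and human samples were not analysed here.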

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

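The tests of near-identical copies and of chromosome 10 were chosen only after the result was seen, while the test of gene clusters was chosen earlier.

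The transcripts described here lie outside the genes that the paper discusses, and they were near or at 0 in every WT-PLN sample and present in every R14del-PLN sample. Rpl34-ps1 had a mean of 235.7 TPM in LV and 187.9 TPM in RV of R14del-PLN hearts. Gm5900 had a mean of 8.11 TPM in LV and 5.69 TPM in RV, and Gm9855 had 2.17 TPM in LV and 2.09 TPM in RV. Both were listed at 0 in all WT-PLN samples. Gbp2b had a mean of 3.10 TPM in LV and 3.05 TPM in RV of R14del-PLN hearts, against 0.0040 and 0.0153 TPM in WT-PLN hearts. With limma and Benjamini-Hochberg adjustment, the adjusted p of Gbp2b was 4.26e-06 in LV and 4.31e-06 in RV. All 6 R14del-PLN samples were above all 6 WT-PLN samples for each of these genes.

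A technical explanation may apply to the pseudogenes. Rpl34-ps1, Gm5900 and Gm9855 are 99.4%, 99.5% and 99.2% identical to Rpl34, Lamtor3 and Tdg. A sequence difference between the mouse lines could move reads from a gene to its copy with no change in transcription. With the longest transcript of each gene searched, 8 of the 29 genes called in both ventricles had a near-identical copy, against 49 of 500 randomly drawn genes (Fisher's exact p = 0.00780). That search missed Rpl34, whose longest transcript matches Rpl34-ps1 over only a part. With every transcript searched, the counts were 9 of 29, Rpl34 included, and 63 of 500 (Fisher's exact p = 0.0101). For the 70 genes called in either ventricle they were 12 of 70 (Fisher's exact p = 0.0950) and 14 of 70 (Fisher's exact p = 0.0947). When the TPM of Rpl34-ps1 and its copies were summed, the log2 fold change was 0.11 in LV and 0.06 in RV. The sum of Gm5900 and Lamtor3 gave 0.09 in LV and 0.15 in RV, and that of Gm9855 and its copies gave -0.12 in LV and 0.07 in RV. These sums lie nearer to 0 than the changes of the genes themselves, but they do not show which gene is transcribed. Of the other 5 genes in the search of longest transcripts, the sum was near 0 for Tma7-ps (0.01 in LV and -0.08 in RV). It was negative for Gm10288 (-0.39 and -0.44), Amd2 (-0.48 and -0.41), 1190007I07Rik (-0.37 and -0.53) and Pcna-ps2 (-0.25 and -0.19). The copy with the highest TPM did not rise for these 4 (Rpl11 -0.19 and -0.26, Amd1 -0.27 and -0.19, 1810014B01Rik -0.03 and -0.33, Pcna -0.09 and -0.03), as it would if it took up their reads, so these values speak against moved reads for them. Neither the sums nor the copies were tested between genotypes. Amd2, 1190007I07Rik and Pcna-ps2 and the copies of these 4 genes are outside the named-gene rule and were chosen after their values were seen.

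No near-identical copy of Gbp2b was found, so reads moving between copies are not a candidate explanation for it. A genetic difference between the lines near the gene could be. If strain segments carried by one line explained the shared changes, the genes would lie in clusters. Of the 29 genes called in both ventricles, 6 had another within 5 Mb, against a mean of 4.17 in random sets (permutation p = 0.325), so there was no more clustering than in random sets. One of the pairs is Gbp2b and Gm10288 on chromosome 3, which held 11 of the 70 genes called in either ventricle. Of those 70, 26 had another within 5 Mb, against a mean of 21.8 in random sets (permutation p = 0.224). A segment on chromosome 3 is therefore neither shown nor excluded. On chromosome 10, which carries Pln, lay 6 of the 29 genes, against 598 of 12428 tested genes (Fisher's exact p = 0.00223). For genes called in either ventricle the count was 7 of 70 (Fisher's exact p = 0.0820). This could fit a segment carried with the targeted allele, but both lines carry such an allele, and the test cannot tell this from chance or an effect of the mutation. A direct effect of R14del-PLN on Gbp2b was not tested.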

How the results depend on the processing

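Removal of both WT-PLN replicate 1 samples, and of mitochondrially encoded genes with their nuclear copies, were chosen only after the result was seen. Where a value below differs from the one reported in the text, the cause was not tested unless a cause is given.

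Without a filter on low values, 22 genes were called in LV, 17 in RV and 15 in both, 2 genes had an interaction (459 at an unadjusted p of 0.05) and 7 of the paper's figure genes were called. All 22 LV genes and 17 RV genes were among those called with the filter. The first 2 principal components then held 29.5% and 12.8% of the variance. With quantile normalization, 101 genes were called in LV, 85 in RV and 59 in both, the Pln to Atp2a2 ratio in RV of R14del-PLN hearts was 0.584, the components held 22.4% and 17.6%, and the silhouette of the 4 groups turned positive at 0.128. With upper quartile scaling, the counts were 99, 88 and 61, the components held 21.8% and 17.9%, and the silhouette was 0.0808. The median log2 fold change of all LV genes was -0.09 as reported and 0.01 under both scalings, so part of the excess of lower genes in LV depends on the scaling: 81.5% of called LV genes were lower as reported and 64.4% after quantile normalization. In RV, 73.5% were lower as reported, 65.9% after quantile normalization, 63.6% after upper quartile scaling, 58.3% without mitochondrially encoded genes and 56.5% without these and their nuclear copies. Without mitochondrially encoded genes, 72 genes were called in RV and 44 in both, and the components held 23.2% and 19.8%. When their nuclear copies were removed too, 105 were called in LV, 85 in RV and 56 in both. A fold threshold of 2 left 37 genes in LV, and fits of the 6 samples of each ventricle left 19 in both.

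The replicate block gave 119 genes in LV, 62 in RV and 52 in both. Without both WT-PLN replicate 1 samples, 231 genes were called in LV, 88 in RV and 81 in both, 70 of the paper's figure genes were called, and the second component held 15.5%. Of the genes reported, 60 of 65 in LV and 31 of 34 in RV were among them. The silhouette was 0.0245 for the 500 genes with the largest variance, whose components held 31.5% and 15.4%. With genes centred and not scaled the components held 29.9% and 19.6%, and at a mean of at least 5 TPM they held 50.0% and 15.3%.

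Over the 12 fits that each left out 1 sample, the number of genes called ranged from 19 to 153 in LV, 14 to 48 in RV and 14 to 39 in both. Interactions ranged from 0 to 1 and figure genes called from 11 to 43. The first component held 37.8% to 47.7%, the second 13.3% to 15.9%, and the silhouette ranged from -0.211 to -0.0349. The mean Pln to Atp2a2 ratio ranged from 0.590 to 0.636 in LV and 0.589 to 0.622 in RV of WT-PLN hearts, and from 0.556 to 0.633 in LV and 0.617 to 0.644 in RV of R14del-PLN hearts.

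The sign of some small changes reversed. In RV it reversed without mitochondrially encoded genes for Pln (0.0053), Sln (0.15) and 1810037I17Rik (0.038), under quantile normalization for Kcnma1 (0.0022) and 1810037I17Rik (0.020), and under upper quartile scaling for 1810037I17Rik (0.020). In RV, Sln was 0.12 with a pseudocount of 0.5 and 0.58 with 0.1. In LV, Mrln was 0.019 under quantile normalization and 0.010 under upper quartile scaling, where Atp2a2 was 0.04. Without both WT-PLN replicate 1 samples, Smim6 was -0.016 in LV, and 1810037I17Rik was 0.030 and Gm34302 -0.0428 in RV. With 1 sample left out, log2 fold changes ranged in LV from -0.24 to 0.026 for Atp2a2, -0.18 to 0.17 for Mrln, -0.016 to 0.036 for Smim6, -0.29 to 0.067 for Gm34302 and -1.49 to 0.085 for Grip2. In RV they ranged from -0.085 to 0.04 for Pln, -0.17 to 0.02 for Atp2a2, -0.96 to 1.59 for Sln, -0.42 to 0.059 for S100a8, -0.020 to 0.0099 for Kcnma1, -0.18 to 0.24 for Mrln, -0.11 to 0.020 for Smim6, -0.055 to 0.033 for 1810037I17Rik, -0.25 to 0.43 for Gm34302 and -0.16 to 0.37 for Grip2.

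Among the other results, 7 of 11 marker list results and 48 of 97 named gene results kept their direction and their side of the threshold in every alternative run for them. Named genes were past the threshold in 44 more cases and no longer past it in 35, and marker lists in 11 and 7. The ratio of mean TPM as the fold change, and no fold threshold, gave the same counts as reported. An interaction cannot be fitted to the samples of 1 ventricle, so that alternative has no interaction count. The depth of the data is unknown, which leaves the precision of genes at low TPM unknown.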

Differences from the paper's values

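The tests printed here were set earlier, and only the 2 alternatives described as chosen after seeing the values were chosen only after the result was seen.

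The paper gives 515 genes changed in LV, 306 in RV and 233 in both. With limma on log2(TPM + 1), the numbers were 65, 34 and 29. None of the alternatives set before the data were examined closed the gap for LV, RV or both. Among them, the highest numbers were 153 in LV without LV replicate 1 of WT-PLN hearts, 88 in RV with upper quartile scaling and 61 in both with that scaling. Without both WT-PLN replicate 1 samples, an alternative chosen after seeing the values, they were 231, 88 and 81, which did not close it either. All alternatives were limma fits of TPM values. Without read counts, the paper's own test in CLC Genomics Workbench was not repeated. The alternatives therefore cannot show whether the choice of test causes the gap.

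The first principal component holds about 19% of the variance in Fig. 9A of the paper, read by eye, and held 43.1% here. Of the alternatives set before the data were examined, quantile normalization (22.4%), upper quartile scaling (21.8%) and removal of mitochondrially encoded genes (23.2%) closed the gap. The others did not, among them no filter on low values (29.5%), genes centred and not scaled (29.9%), the 500 genes with the largest variance (31.5%) and each sample left out in turn.

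The paper states that each group of samples clusters by itself. The mean silhouette of the 4 groups was -0.0969 here (exact permutation p = 0.168). It was 0.128 with quantile normalization (exact p = 0.00331), 0.0808 with upper quartile scaling (exact p = 0.0110) and 0.0245 for the 500 genes with the largest variance (exact p = 0.0308). All these p-values take the 12 samples as independent, although LV and RV samples of one number may come from one mouse.

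The paper states that Sln is lower in LV only. In LV it changed by a log2 fold change of -2.30, and it was called under 0 of its 22 alternatives. The paper names S100a8, S100a9, P2ry10 and Kcnma1 as lower in LV, and none was called here. On the log2(TPM + 1) scale, P2ry10 and Kcnma1 in LV and Slc26a3 in RV are so low in WT-PLN hearts (means of 0.132, 0.179 and 0.473 TPM) that even a fall to 0 would not reach a fold of 1.5, so that they could not be called in the reported fit. S100a8 was called without both WT-PLN replicate 1 samples, an alternative chosen after seeing the values (log2 fold change -1.58, limma with Benjamini-Hochberg adjusted p = 0.0393, range over alternatives 0.0393 to 0.944). P2ry10 in LV passed the adjusted p, with a fold change below 1.5, without LV replicate 1 of WT-PLN hearts and without both WT-PLN replicate 1 samples, the latter chosen after seeing the values. The paper describes Slc26a3 as lower and Mcoln2 as higher in RV and not in LV. Neither was called in RV here, while the limma adjusted p of Mcoln2 was 0.0291 in LV and 0.143 in RV. Mcoln2 in RV passed the adjusted p, with a fold change below 1.5, with quantile normalization (limma adjusted p = 0.0190) and upper quartile scaling (limma adjusted p = 0.0432), in a range of 0.0190 to 0.358.

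The paper states that Thbs1, Hspa1a, Hspa1b, Dnaja1, Dnajb1 and Chac1 are lower in both ventricles. Here Chac1 was called in LV and none of the others was. Chac1 was called in RV with quantile normalization, upper quartile scaling, and removal of mitochondrially encoded genes with their nuclear copies, the last chosen after seeing the values. Dnajb1 was called in LV without LV replicate 1 of WT-PLN hearts. Thbs1, Hspa1a, Hspa1b, Dnaja1 and Dnajb1 were called in both ventricles without both WT-PLN replicate 1 samples, an alternative chosen after seeing the values.

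The paper states that Bcl2l1, Pim3, Timp3 and Dusp1 are lower in both ventricles, while its Figure S4 shows Timp3 and Dusp1 as changed in LV and not in RV. Here Bcl2l1 was called in both and Pim3 in LV. Pim3 was called in RV with a filter at a mean of 5 TPM, quantile normalization, upper quartile scaling, removal of mitochondrially encoded genes, the replicate block, without LV replicate 3 of R14del-PLN hearts, and with mitochondrially encoded genes and their nuclear copies removed, the last chosen after seeing the values. Timp3 was called in LV with quantile normalization, upper quartile scaling, removal of mitochondrially encoded genes, the replicate block, without LV replicate 1 of WT-PLN hearts and without RV replicate 2 of R14del-PLN hearts, and with both alternatives chosen after seeing the values. Dusp1 was called in LV with the replicate block, without LV replicate 1 of WT-PLN hearts, and without both WT-PLN replicate 1 samples, chosen after seeing the values.

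Figure 9B shows Grip2 as higher in LV, while it changed there by a log2 fold change of -0.79. Figure S4 shows Rgcc and Zbtb16 as not changed in RV, and both were called lower there (log2 fold change -1.24 and -1.26, limma with Benjamini-Hochberg adjusted p = 4.83e-04 and 0.00897). Cebpb in RV is shown as lower in Figure S3 and as not changed in Figure S4, and was called lower here. Read by eye, the same conflict in RV holds for Chac1, Herpud1 and Ppp1r15a. Sgk1 in RV is shown as changed in Figure 9B and not in Figure S4. Chac1, Herpud1, Ppp1r15a and Sgk1 were not called in RV here. In the counts over all figures, these pairs were taken as shown as changed. Hspa1a in RV has another size class in Figure S3 than in Figure S4.

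Of the 150 tested pairs of a gene and a ventricle that the figures show as changed, 123 were not called. Of these, 30 were called under at least 1 alternative set before the data were examined, 56 under any alternative and 67 under none. In LV these were Mcub with pseudocounts of 0.5 and 0.1 and the random block; Klf4 with a filter at 5 TPM and with the 6 samples of a ventricle; Camk2b, Mcub and Timp3 with quantile normalization and with upper quartile scaling; Mcub, Slc12a2 and Timp3 without mitochondrially encoded genes. The replicate block added Mcub, Sgk1, Slc12a2, Atf3, Dusp1, Klf4 and Timp3 in LV and Pim3 and Rnf144b in RV. In RV, quantile normalization added Clcn1, Slc10a6, Chac1, Dab2, Foxo3, Pim3 and Rnf144b, upper quartile scaling added these and Herpud1, and removal of mitochondrially encoded genes added Baiap2, Clcn1, Herpud1, Foxo3, Pim3 and Rnf144b. Without LV replicate 1 of WT-PLN hearts, Icam1, Mcub, Ramp2, Sik1, Atf3, Dnajb1, Cd14, Cd74, Csrnp1, Dusp1, Gas1, Gata2, Klf4, Nuak2 and Timp3 were added in LV. Other samples left out added Kcne1, Mcub, Klf4, Stc1, Slc12a2, Ramp2 and Timp3 in LV and Clcn1, Rnf144b and Pim3 in RV. Without both WT-PLN replicate 1 samples, chosen after seeing the values, 43 pairs were added, 31 in LV and 12 in RV. Beyond those of the fit without LV replicate 1, they include Cxcl1, Gem, Jun, S100a8, Thbs1, Dnaja1, Hspa1a, Hspa1b, Ppp1r15a, Egr1, Egr3, Ephb1, Fnip2, Fos, Junb and Plk3 in LV and Clcn1, Sik1, Thbs1, Atf3, Dnaja1, Dnajb1, Hspa1a, Hspa1b, Egr1, Ephb1 and Rnf144b in RV. With mitochondrially encoded genes and their nuclear copies removed, also chosen after seeing the values, 13 pairs were added: Camk2b, Mcub, Slc12a2 and Timp3 in LV, and Baiap2, Clcn1, Lpar6, Slc10a6, Chac1, Herpud1, Foxo3, Pim3 and Rnf144b in RV.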

Other observations

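The correlation of glucocorticoid-responsive with immediate early genes, the tests of WT-PLN replicate 1, the lists of clock genes by phase and the other splits of the samples were chosen only after the result was seen, while the tests of atrial tissue, neutrophils, stress at harvest, the unfolded protein response and clock genes were chosen earlier.

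In the LV and RV samples of WT-PLN replicate 1, Ddx3y, Kdm5d, Uty and Eif2s3y were near 0. A candidate explanation is a female mouse, since these 2 samples also ranked highest of the 12 for genes that escape X inactivation (exact one-sided permutation p = 0.0152 with 12 samples taken as independent). With the LV and RV samples of one number as 1 unit, the exact permutation p was 0.167, the smallest possible with 6 units, so that test cannot tell. Kdm6a was at 4.08 to 4.24 TPM in them and 2.32 to 3.41 TPM in the other 10 samples, and Eif2s3x at 38.4 to 39.4 against 18.9 to 28.3 TPM. Kdm5c was also higher in them (8.08 to 8.78 against 4.85 to 7.81 TPM), while Ddx3x overlapped (41.3 to 44.8 against 26.1 to 45.8 TPM). A mislabelled genotype could also be considered. Of 81 genes called in both ventricles without these samples, 37 in LV and 41 in RV lay nearer to the other WT-PLN samples and 44 and 40 nearer to the R14del-PLN samples, whereas an exchange of labels would place nearly all of them on the R14del-PLN side. Rpl34-ps1, Gm10288 and Tma7-ps were like those of the other WT-PLN samples, while Rpl29, Rpl17-ps5 and Gm8210 were like those of R14del-PLN samples. Gm8210 is 99.4% identical to Rpl29, so the values of these genes may not be separate changes. It also overlaps Fhl2 on the opposite strand, which had a mean of 881 TPM. Rpl17-ps5 is 99.6% identical to Rpl17, and Rpl34-ps1, Gm10288 and Tma7-ps have such copies as well. Reads could be assigned to either copy, so all these values are uncertain. Rpl29 was at 191 to 202 TPM in the 2 samples, 20.3 to 28.6 TPM in the other 4 WT-PLN samples and 123 to 206 TPM in R14del-PLN samples.

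Lower Sln in LV of R14del-PLN hearts may come from atrial tissue in some LV samples of WT-PLN hearts. As a set, 9 atrial genes had a mean log2 fold change of -1.37 in LV (limma camera adjusted p = 0.0576), with all 9 lower, so this test cannot tell. Sln and the atrial list had a Pearson r of 0.995 over the 6 LV samples, but 0.293 without the 2 farthest samples, so that test cannot tell either. With group means removed, r was 0.977 over the 12 samples (permutation p = 1e-05, the smallest the permutations can give) and 0.960 without the 2 farthest, which fits a shared source of these transcripts in single samples.

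Lower S100a8 and S100a9 in LV could come from neutrophils in the blood or tissue of some samples. In the fit without a filter, 13 of 14 neutrophil genes were lower in LV (mean log2 fold change -0.16, limma camera adjusted p = 0.00226) and 13 of 14 in RV (mean -0.05, limma camera adjusted p = 0.105). The 2 genes and the neutrophil list had a Pearson r of 0.995 over the 6 LV samples, and 0.573 without the 2 farthest, so that test cannot tell. With group means removed, r was 0.948 over the 12 samples and 0.781 without the 2 farthest, which fits this explanation.

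Lower Fos, Egr1, Atf3 and Hspa1a in R14del-PLN hearts could reflect a rapid stress response at harvest that differed between the mice. Immediate early genes outside the paper's lists had a mean log2 fold change of -1.13 in LV and -0.95 in RV, with 15 of 16 genes lower in each. The largest limma camera adjusted p of the immediate early and heat shock lists in LV and RV was 0.0113. Between LV and RV samples with one number, the immediate early list had a Pearson r of 0.987, and 0.785 without the 2 farthest samples. Both values fit a response that differs between mice, and they do not tell handling from genotype. For the heat shock list, other splits of the samples gave a p as small, so its part in this is uncertain. The immediate early score of WT-PLN replicates 1 to 3 was 2.61, 3.41 and 4.26 in LV and 2.36, 3.10 and 3.82 in RV. In R14del-PLN samples it was 2.16 to 2.50 in LV and 2.09 to 2.19 in RV, so RV replicate 1 of WT-PLN hearts lay above the RV but within the LV samples of R14del-PLN hearts. A lower unfolded protein response would also lower its own target genes, and the larger limma camera adjusted p of that list in LV and RV was 0.0264, which fits this as well. The scores of that list overlapped between the genotypes in both ventricles.

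Glucocorticoid-responsive genes outside the paper's lists, which the paper does not report, were lower in both ventricles, 8 of 8 in each. The mean log2 fold change was -1.22 in LV and -1.14 in RV (limma camera adjusted p = 9.83e-13 and 8.90e-16), and the adjusted p was at most 0.05 under 26 of 26 alternatives in each ventricle. Tsc22d3 was called in both ventricles (log2 fold change -1.20 in LV and -1.14 in RV, limma adjusted p = 0.00230 and 0.00422), and Fkbp5 in LV (-1.20, limma adjusted p = 0.0191; RV -0.94, limma adjusted p = 0.0944; interaction log2 value 0.26). The same stress response at harvest could explain this and the immediate early genes. The 2 lists had a Pearson r of 0.731 within groups and 0.589 without the 2 farthest samples, so the test cannot tell. Harvest at another time of day is a candidate explanation for lower Per1 and Sgk1. Clock genes of the phase opposite to Arntl were lower in both ventricles (larger limma camera adjusted p = 9.29e-04), but clock genes peaking with Arntl did not change the other way (smaller limma camera adjusted p = 0.211), so the tests cannot tell.

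The labels of the 6 samples of a ventricle can be divided in 10 ways into 3 against 3. The real split was the only 1 of 10 splits to give as many called genes in LV, in RV and in both, or as many of the paper's figure genes, while 10 of 10 splits gave as many interactions, which holds by construction because the real split gave 0. Only 4 of the 10 splits separate all pairs with one number, so this could be chance and the splits cannot tell. For gene lists, the number of the 10 splits with a camera p as small in LV and RV was 1 and 1 for glucocorticoid-responsive genes, 1 and 1 for immediate early genes, 1 and 1 for the unfolded protein response, 6 and 3 for heat shock genes, 2 and 1 for clock genes opposite to Arntl, and 5 and 10 for atrial genes. Each split test cannot tell chance from genotype with 3 samples per group.

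Other lists were tested in the same way, with values given as limma camera adjusted p. Red blood cell genes were lower (mean log2 fold change -0.61 in LV, adjusted p = 3.02e-04, and -0.54 in RV, adjusted p = 3.22e-05). Valve genes were lower in LV (mean -0.92, adjusted p = 0.00435; RV 0.881) and mesothelium genes in RV (mean -0.91, adjusted p = 0.00105; LV 0.960). Heart failure genes had an adjusted p of 0.337 in LV and 0.837 in RV. Whether valve and mesothelium genes differ between the ventricles was not tested. Of the 10 splits, a camera p as small was given by 4 for valve genes in LV, 3 for mesothelium genes in RV, and 3 in LV and 2 in RV for red blood cell genes, the real split included. These camera values therefore do not set the genotypes apart from other splits.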
